# Transcriptomic analysis of differentially expressed genes in an *orange-pericarp* mutant and wild type in pummelo (*Citrus grandis*)

**DOI:** 10.1186/s12870-015-0435-3

**Published:** 2015-02-12

**Authors:** Fei Guo, Huiwen Yu, Qiang Xu, Xiuxin Deng

**Keywords:** Citrus, RNA-seq, Transcriptome profile, Carotenoid, qRT-PCR

## Abstract

**Background:**

The external colour of fruit is a crucial quality feature, and the external coloration of most citrus fruits is due to the accumulation of carotenoids. The molecular regulation of carotenoid biosynthesis and accumulation in pericarp is limited due to the lack of mutant. In this work, an *orange-pericarp* mutant (MT) which showed altered pigmentation in the pericarp was used to identify genes potentially related to the regulation of carotenoid accumulation in the pericarp.

**Results:**

High Performance Liquid Chromatography (HPLC) analysis revealed that the pericarp from MT fruits had a 10.5-fold increase of β-carotene content over that of the Wild Type (WT). Quantitative real-time PCR (qRT-PCR) analysis showed that the expression of all downstream carotenogenic genes was lower in MT than in WT, suggesting that down-regulation is critical for the β-carotene increase in the MT pericarp. RNA-seq analysis of the transcriptome revealed extensive changes in the MT gene expression level, with 168 genes down-regulated and 135 genes up-regulated. Gene ontology (GO) and KEGG pathway analyses indicated seven reliable metabolic pathways are altered in the mutant, including carbon metabolism, starch and sucrose metabolism and biosynthesis of amino acids. The transcription factors and genes corresponding to effected metabolic pathways may involved in the carotenoid regulation was confirmed by the qRT-PCR analysis in the MT pericarp.

**Conclusions:**

This study has provided a global picture of the gene expression changes in a novel mutant with distinct color in the fruit pericarp of pummelo. Interpretation of differentially expressed genes (DEGs) revealed new insight into the molecular regulation of β-carotene accumulation in the MT pericarp.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0435-3) contains supplementary material, which is available to authorized users.

## Background

Citrus is one of the most important fruit crops with great economic significance and value for humans in the world [1]. As a crucial quality feature, the external colour of citrus fruit first attracts the attention of consumers, and uniform bright coloration will enhance the fruit attractiveness and consumers’ acceptance. The external and internal coloration of most citrus fruits is due to the accumulation of carotenoids [2].

Carotenoids play indispensable roles in plants as components for all photosynthetic organisms and protectors against oxidation by quenching triplet chlorophyll, singlet oxygen, and superoxide anion radicals [3]. In higher plants, carotenoids provide flowers and fruits with distinct colors, ranging from yellow to orange or red, to attract insects and animals for pollination as well as seed dispersal [4,5]. Carotenoids also serve as precursors of the phytohormones abscisic acid (ABA), strigolactones, and other signalling molecules [6-8]. Some carotenoids are the precursors of vitamin A that cannot be artificially synthesized and therefore are essential nutritional components for animals and humans [9]. Moreover, they also have beneficial effects on human health, including enhancement of the immune system and reduction of the risk for degenerative diseases such as cancer, cardiovascular diseases and cataract [10-12]. Today, carotenoids are extensively used in health and nutritional products as important micronutrients [10].

Carotenoids are naturally synthesized in chloroplasts and chromoplasts by enzymes that are nuclear encoded [13]. In higher plants, structural genes of the carotenoid biosynthesis pathway have been isolated and characterized [14-18]. The first committed step of carotenoid biosynthesis is a head-to-head condensation of two molecules of a C20 precursor, geranylgeranyl pyrophosphate (*GGPP*), to form colourless phytoene catalyzed by the phytoene synthase (*PSY*). Next, the colourless phytoene is converted into the red lycopene by four desaturation reactions (catalyzed by phytoene desaturase, *PDS*, and ζ-carotene desaturase, *ZDS*) and (or) by two isomerization reactions mediated by carotene isomerase (*CRTISO*) and 15-cis-ζ-carotene isomerase (*ZISO*). Then, the lycopene flux branches into two pathways via cyclization reaction. Lycopene β-cyclase (*LCYB*) adds two β-rings to the ends of lycopene molecule to form β-carotene, while the co-action of *LCYb* and lycopene ε-cyclase (*LCYe*) generates α-carotene with one β-ring and one ε-ring. Subsequently, α-carotene is converted into lutein by hydroxylations catalyzed by ε-ring hydroxylase and β-ring hydroxylase (*BCH*). Then, zeaxanthin and violaxanthin are generated from β-carotene with hydroxylation reactions catalyzed by HYb and epoxydation catalyzed by zeaxanthin epoxidase (*ZEP*). The plant hormone ABA is an end product of the carotenoid biosynthetic pathway generated by the enzymatic cleavage of 9-cis-epoxycarotenoid dioxygenase (*NCEDs*). Carotenoid cleavage dioxygenases (*CCDs*) cleave carotenoids into apocarotenoids at different double-bond positions. In the last decade, due to the importance of carotenoids, many efforts have been made to understand the molecular basis of the regulation of carotenoid biosynthesis and accumulation.

Citrus is a complex source of carotenoids, with the largest number of carotenoid species found in any one fruit [19]. More than 115 different carotenoids have been identified in the pericarp and pulp of citrus, including lycopene, β-carotene, β-cryptoxanthin, zeaxanthin, and violaxanthin [20]. Because of the large diversity of carotenoid patterns, citrus has become an important model species for studies on plant carotenoid metabolism [19,21], such as the analyses of carotenoid composition and content, and expression of the main carotenoid biosynthetic genes [22-26]. Mutants with alteration in the carotenoid biosynthetic pathway have proven to be useful experimental materials for identifying molecular mechanisms regulating the process [27]. In the past few years, many pulp mutants have been identified in grapefruit (*Citrus paradisi*) and orange (*Citrus sinensis*), such as Red marsh, Shara, Cara Cara, and Hong Anliu [28-32], and these mutants have been used to study the complex regulatory mechanism of carotenoid biosynthesis at the gene and/or protein expression level [33-37], facilitating the understanding of the carotenoid regulation mechanism in the pulp of citrus [38-41]. Due to the lack of mutants affected in the pericarp, the carotenoid regulation mechanism was less studied in pericarp compared with the pulp of citrus. Recently, an *orange-pericarp* mutant (MT) originating from Guanxi pummelo has been discovered in China and provided us a potential material for studying this regulation mechanism.

In this study, we investigated the composition and level of carotenoids and the expression of carotenoid biosynthetic genes in the pericarps of MT and wild type (WT) in the ripe stage. From the whole genome perspective, the differentially expressed genes (DEGs) in MT and WT were identified using the RNA-seq technology. The identified genes provide useful information for studying the molecular mechanism of carotenoid biosynthesis in citrus pericarp.

## Results

### β-carotene is significantly accumulated in the MT

The pummelo MT was originally found in an orchard in Zhangzhou (Fujian, China) in the 2010s as a spontaneous bud mutation from the commercial variety of ‘guanxi’ pummelo. An obvious phenotypic change of the MT is the orange colour of the pericarp, showing a sharp contrast with the slight yellow colour of the mature pericarp in the WT fruit (Figure 1A, B). The *orange-pericarp* mutant was propagated by grafting onto different rootstocks and retained the stable phenotype of the orange-colour pericarp under field conditions, and no reversion to the parental phenotype has been observed so far. Moreover, 73 pairs of Simple Sequence Repeat (SSR) markers were used to evaluate the genetic background of the mutant. All the SSR patterns were the same between MT and WT (Additional file 1), indicating that the two genotypes shared an identical genetic background.

**Figure 1:**
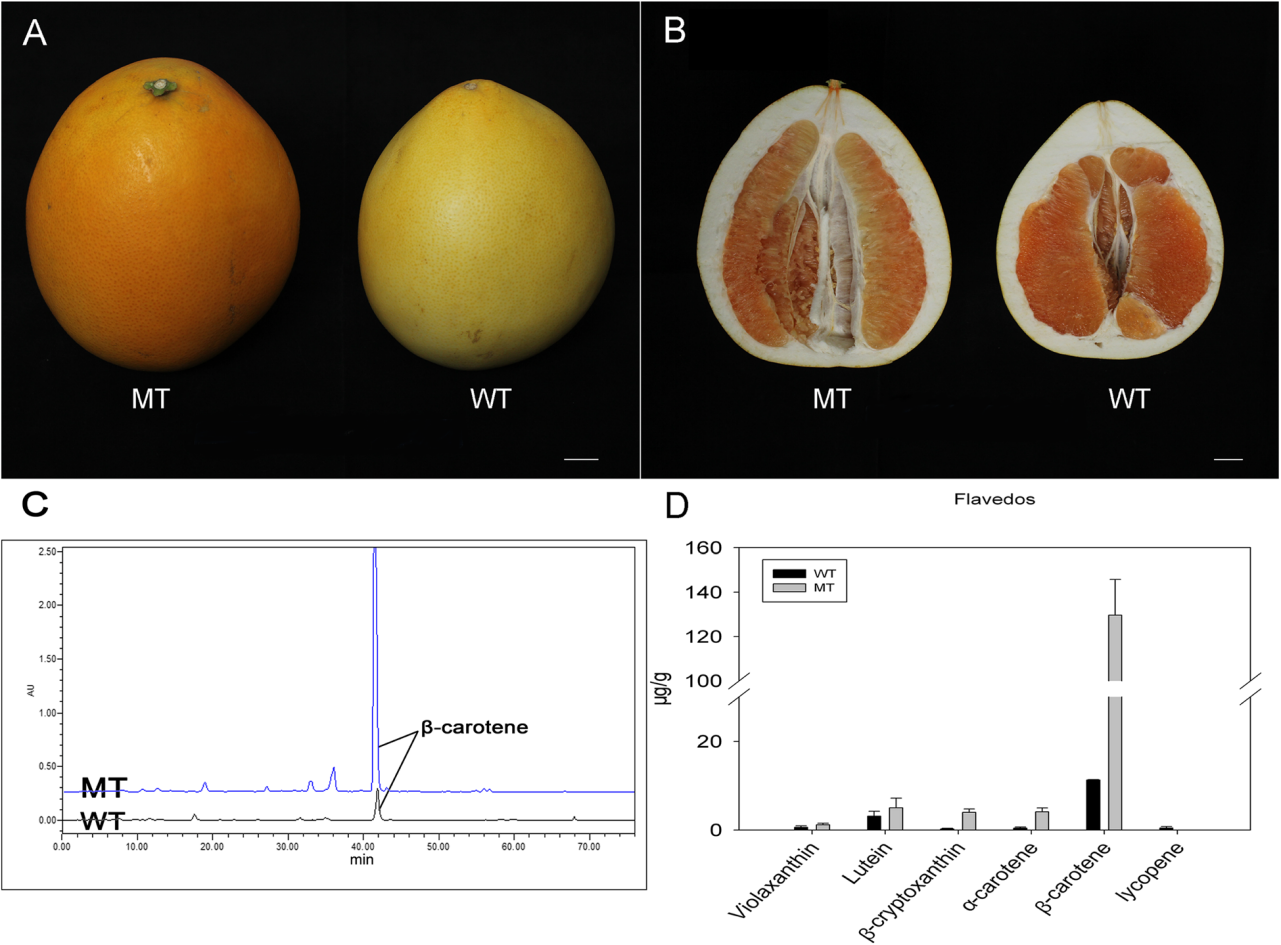
**The phenotype and carotenoid content in the WT and MT. (A, B)** Appearances of MT and WT fruits at maturation. **(C, D)** Carotenoid profiles and concentrations in the pericarps of WT and MT at fruit maturation. The bar represents 2 cm.

To characterize the phenotype differences between MT and WT, the carotenoid composition and content of mature fruits were analysed by High Performance Liquid Chromatography (HPLC). The most obvious difference in carotenoid between MT and WT pericarps was β-carotene content (Figure 1C, D). The β-carotene content of MT was about 10.5-fold that of the WT, accounting for 90.0% of the total identified carotenoids in MT. Additionally, the total carotenoid concentration of MT was 7.9-fold that of WT. Moreover, the concentrations of lutein, violaxanthin, α-carotene and β-cryptoxanthin were higher in MT than in WT. However, in the MT and WT pulps, the carotenoid species and content were similar to each other (Additional file 2).

### Three carotenogenic genes involved in β-carotene degradation are significantly down-regulated in the MT

Firstly, we compared the sequence information of the carotenoid biosynthetic genes in MT and WT and isolated full-length cDNAs, including *ggps*, *psy*, *pds*, *crtiso*, *lcyb*, *lcye*, *lcy2b*, *ccd4c*, *bch*, *nced2* and *nced3*. The result showed that the sequences were 100% identical between MT and WT (Additional file 3). These 11 sequence data were submitted to the GenBank with accession numbers from KP462725 to KP462735. Then, the effect of the mutation on carotenogenic gene expression was examined by quantitative real-time PCR (qRT-PCR) using the probes of pummelo cDNAs encoding GGPS, PSY, PDS, ZDS, CRTISO, LCYb, LCYe, LCY2b, CCD1, CCD4a, CCD4c, BCH, NCED2, NCED3 and ZEP (Figure 2). The expression levels of upstream carotenogenic genes (*ggps*, *zds* and *crtiso*) in MT and WT were almost the same. However, the gene expression level of *psy*, *pds* and *lcy2b* was much higher in WT than in MT. The expression level of all downstream carotenogenic genes was lower in MT than in WT. Particularly, *ccd1*, *bch* and *nced2* showed significantly reduced transcript levels in the MT pericarp.

**Figure 2:**
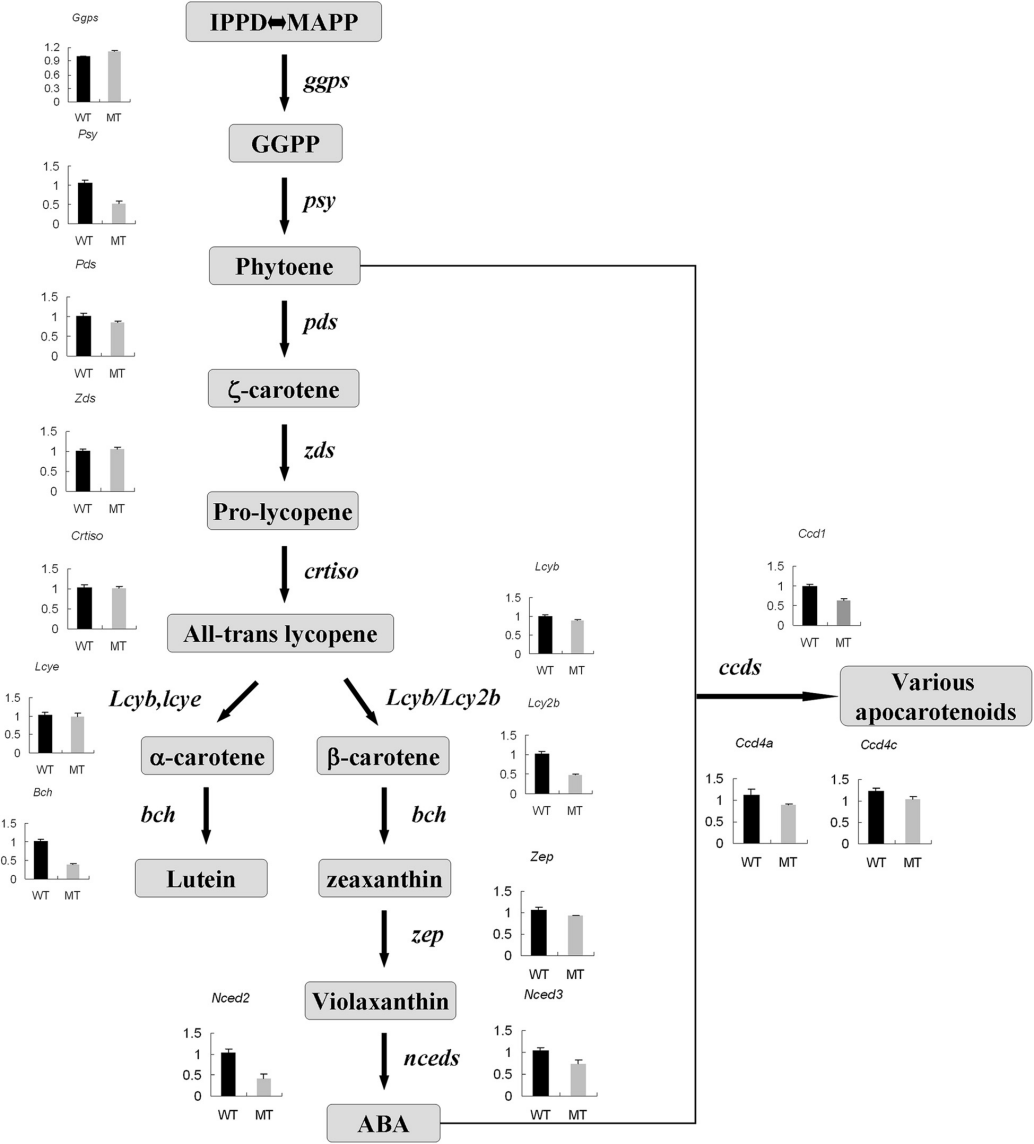
**Expression of carotenogenic genes in the pericarps of WT and MT at fruit maturation.**

### RNA-seq and global detection of DEGs

Solexa/Illumina RNA-Seq analysis was performed to identify the genes involved in the regulation of carotenoid biosynthesis in pummelo pericarp. 

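The deposited RNA-Seq values are RPKM, the unambiguous reads of a gene per kilobase of exon model, scaled to the reads of the library, computed by the authors from uniquely mapped 100 bp reads on the gene models of sweet orange. They cover 29406 genes in 6 libraries from ripe pericarp, 3 biological replicates of the WT 'Guanxi' pummelo and 3 of the orange-pericarp MT. The authors describe no scaling between libraries for these values. For the comparison of MT with WT, 0.5 was added to each RPKM value, log2 was taken, and the 16719 genes with a mean RPKM of at least 0.3 were tested with limma (eBayes with an intensity trend, Benjamini-Hochberg adjustment). A count model was not used on RPKM values. The median gene was higher in MT by 0.15 on the log2 scale, and by less than 0.01 after each library was rescaled by its median ratio to the geometric mean. Each log2 fold change of a named gene is therefore given as MT minus WT relative to the median gene. The standard error and adjusted p beside it are those of the limma test of MT minus WT before the 0.15 was subtracted. With 3 libraries against 3, the smallest p of a two-sided exact permutation test is 0.1, and every gene whose MT libraries all lie above or all lie below the WT libraries has this p. Across genes, Pearson's r of the log2 values was 0.970 to 0.978 between WT libraries and 0.946 to 0.961 between MT libraries. Between genotypes it was 0.900 to 0.968, and genes are not independent replicates. MT3 correlated more with WT1 (0.968), WT2 (0.965) and WT3 (0.964) than with MT1 (0.961) or MT2 (0.946). The first principal component held 56.3% of the variance and separated WT from MT, with MT3 the MT library nearest to WT. MT2 lay furthest from the other libraries, with r of 0.956 to MT1, 0.946 to MT3 and 0.900 to 0.920 to the WT libraries. MT1 correlated with MT2 (0.956) less than with MT3 (0.961), and about as much as with WT2 (0.956).

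**Figure D1:**
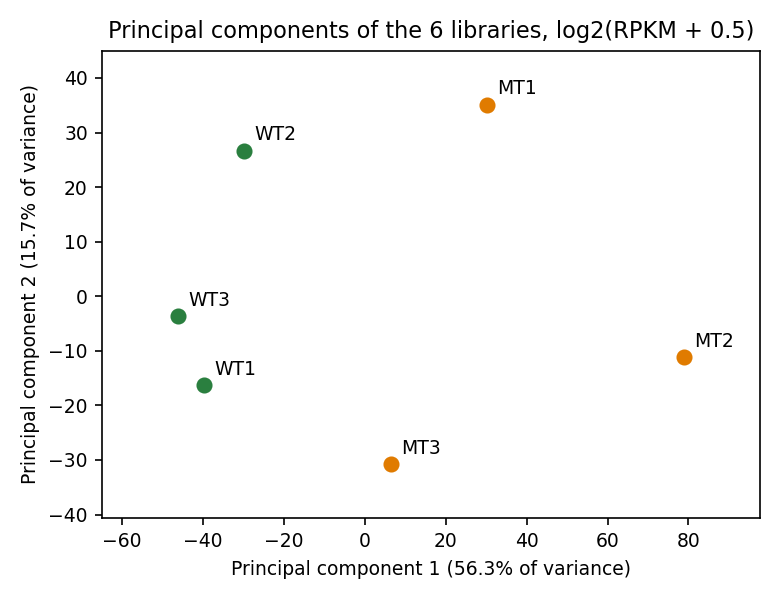
Scores of the 6 libraries on the first and second principal components of log2(RPKM + 0.5), 1 point per library, WT in green and MT in orange. On component 1 the WT libraries lie between -46.1 and -29.8, MT3 at 6.49, MT1 at 30.2 and MT2 at 78.9.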

Six libraries were constructed and sequenced, including three biological replicates for WT (termed as WT1, WT2 and WT3) and three biological replicates for MT (termed as MT1, MT2 and MT3). The major characteristics of these six libraries are summarized in Table 1. A sequencing depth of over thirteen million raw tags was obtained for each of the six libraries, with the number of raw tags ranging from 13,520,581 to 16,301,802. After filtration, we obtained a total of 13,347,784 (WT1), 14,532,229 (WT2) and 15,027,468 (WT3) clean tags for the WT RNA-Seq libraries and 16084513 (MT1), 14223118 (MT2) and 14025066 (MT3) clean tags for the MT RNA-Seq libraries, with the clean tags accounting for more than 98% of the total, which were then mapped to the sweet orange genome [42]. These reads were deposited in NCBI GEO database with an accession no. GSE64764. In the MT and WT samples, 76.0% (MT1), 76.5% (MT2), 76.4% (MT3), 75.9% (MT1), 76.4% (WT2) and 75.4% (WT3) of the clean tags from RNA-Seq data were mapped uniquely to the genome, while a small proportion of them were mapped multiply to the genome (Table 2)

**Table 1:** **Summary of sequence assembly after Illumina sequencing**

**Sample name**	**Raw reads**	**Clean reads**	**Clean bases**	**Error rate (%)**	**Q20 (%)**	**Q30 (%)**	**GC content (%)**
MT1	16301802	16084513	1.61G	0.03	97.25	91.76	43.5
MT2	14403818	14223118	1.42G	0.03	97.27	91.76	43.44
MT3	14197855	14025066	1.4G	0.03	97.31	91.87	43.53
WT1	13520581	13347784	1.33G	0.03	97.23	91.68	43.6
WT2	14715034	14532229	1.45G	0.03	97.29	91.82	43.49
WT3	15229307	15027468	1.5G	0.03	97.28	91.82	43.42

Q20: The percentage of bases with a Phred value > 20.

Q30: The percentage of bases with a Phred value > 30.

**Table 2:** S**ummary of clean reads mapped to the reference genome**

**Sample name**	**MT1**	**MT2**	**MT3**	**WT1**	**WT2**	**WT3**
Total reads	16084513	14223118	14025066	13347784	14532229	15027468
Total mapped	12712188 (79.03%)	11321201 (79.6%)	11196989 (79.84%)	10593747 (79.37%)	11554004 (79.51%)	11856432 (78.9%)
Multiple mapped	492073 (3.06%)	437971 (3.08%)	477365 (3.4%)	466493 (3.49%)	455224 (3.13%)	532109 (3.54%)
Uniquely mapped	12220115 (75.97%)	10883230 (76.52%)	10719624 (76.43%)	10127254 (75.87%)	11098780 (76.37%)	11324323 (75.36%)
Non-splice reads	8768392 (54.51%)	7846392 (55.17%)	7591808 (54.13%)	7219051 (54.08%)	7991617 (54.99%)	8176531 (54.41%)
Splice reads	3451723 (21.46%)	3036838 (21.35%)	3127816 (22.3%)	2908203 (21.79%)	3107163 (21.38%)	3147792 (20.95%)

.

Differentially expressed tags in the samples were identified by calculating the number of unambiguous tags for each gene and then normalizing this to the number of reads per kilobase of exon model per million mapped reads (RPKM). 

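Within a library, the RPKM values of a gene can only take steps set by its length and by the number of reads to which the library was scaled. From these steps, whole reads were recovered within 0.005 reads for all 23454 genes with an RPKM above 0 in at least 1 library. The number of reads behind this scale was 9253681 in WT1, 10126186 in WT2 and 10347017 in WT3. It was 11108186 in MT1, 9881621 in MT2 and 9787390 in MT3. These numbers are 90.8% to 91.4% of the uniquely mapped reads that the paper lists in Table 2. The median length behind the values of these 23454 genes was 1575 bp. Between 8741 genes (MT2) and 10853 genes (WT1) had no read.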

All the uniquely mapped reads were used for calculating the RPKM values of the genes. Genes within the RPKM range of 0–3 were considered to be expressed at low level; genes within the RPKM range of 3–15 were considered to be expressed at medium level; and genes beyond a RPKM value of 15 were considered to be expressed at high level [43]. Low-level expressed genes covered the highest percentage in MT and WT. 

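Over all 29406 genes, those at an RPKM of 3 or less, genes at 0 included, made up 59.3% ± 0.577 (SD, n = 3 libraries) in WT and 57.5% ± 0.986 (SD, n = 3) in MT. The medium class held 18.6% ± 0.0373 (SD, n = 3) in WT and 19.0% ± 0.358 (SD, n = 3) in MT. The high class held 22.1% ± 0.551 (SD, n = 3) in WT and 23.6% ± 0.685 (SD, n = 3) in MT. The low class was the most frequent in 6 of 6 libraries. The paper's text does not say whether genes without a read were counted. When only genes with an RPKM above 0 in a library were counted, the low class fell to 38.2% ± 3.17 (SD, n = 3) in WT and 38.3% ± 0.926 (SD, n = 3) in MT. It then stayed the most frequent in 5 of 6 libraries, the exception being WT1, with 34.6% at low and 35.9% at high level.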

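Of the 16719 genes tested with limma on the RPKM values, 6 passed an adjusted p of 0.05, 3 of them higher and 3 lower in MT. With the libraries rescaled by the median ratio, the number was 11, of which 4 were higher and 7 lower. At an adjusted p of 0.1, without rescaling, 427 genes passed, 337 higher and 90 lower. The higher median gene of MT was left in, which favours higher over lower genes. At an unadjusted p of 0.05, 3645 genes passed, against 836 expected by chance. The 3 MT libraries lay wholly above or wholly below the 3 WT libraries for 4789 genes, 28.6% of those tested, where chance gives 10%. Genes of a library are not independent, so neither contrast with chance is a test of genotype. Splits into 3 and 3 that mixed the genotypes gave 211 to 2091 genes at an unadjusted p of 0.05 from limma. The choice of libraries moved the number at an adjusted p of 0.05 most. Without MT3 it was 864 genes, 549 higher and 315 lower, without MT2 it was 11, and without MT1 it was 5. Without WT1, without WT2 or without WT3, limma called 0 genes, with 2696, 2970 and 2261 genes at an unadjusted p of 0.05.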

The DEGs in the MT samples were identified at padj < 0.05, obtaining a total of 303 significantly DEGs, with 135 up-regulated and 168 down-regulated (Additional file 4). The details of these genes are listed in Additional file 5.

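The 6 genes past an adjusted p of 0.05 were named by a rule on the size of their change and their separation. Their names are Swiss-Prot matches in Additional file 5, of which 291 of the 303 rows were used here. Higher in MT were Cs2g13790 (heavy metal-associated isoprenylated plant protein 26), Cs3g09300 (homeobox-leucine zipper protein HDG5) and Cs6g21460, which has no name in the rows used. Cs2g13790 had an RPKM of 2.15 ± 0.584 (SD, n = 3) in WT and 30.6 ± 12.3 (SD, n = 3) in MT, with a log2 fold change of 3.35 (standard error 0.32, adjusted p = 0.0383 from limma). The log2 fold changes were 2.64 for Cs3g09300 (adjusted p = 0.0383) and 3.43 for Cs6g21460 (adjusted p = 0.0391). Lower in MT were Cs5g28720 (gibberellin 20 oxidase 2), Cs4g08370 (oligopeptide transporter 1) and Cs3g23440, a lipase match. Cs5g28720 had an RPKM of 6.03 ± 0.525 (SD, n = 3) in WT and 0.441 ± 0.0647 (SD, n = 3) in MT, with a log2 fold change of -2.94 (standard error 0.20, adjusted p = 0.0251), or -2.42 with a pseudocount of 1 and -3.67 with 0.1. Cs4g08370 changed by -4.92 and Cs3g23440 by -2.29 on the log2 scale (adjusted p = 0.0383 for each), and Cs4g08370 by -4.38 with a pseudocount of 1 and -5.63 with 0.1. In all 6 genes the 3 MT libraries lay wholly on one side of the 3 WT libraries, and none of the 6 passed 0.05 when WT1, WT2 or WT3 was left out. A second list of 33 genes was taken from those the paper names. It held 18 genes higher and 15 lower in MT, each with the paper's direction and with MT libraries wholly beyond the WT libraries. The paper's directions come from these same libraries, so the match is no independent check. Over all genes tested, 0 of the 33 passed an adjusted p of 0.05 and 21 passed 0.1, with values from 0.0532 to 0.157. Adjusted over the list alone, 33 passed 0.05, which is not independent evidence, since the study chose the list on these libraries. The paper also tested 22 of the 33 by qRT-PCR on samples from another year, and reports that most matched the RNA-Seq data. Those measurements were not analysed here. Without MT3, 26 of the 33 passed 0.05 over all genes tested.

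**Figure D2:**
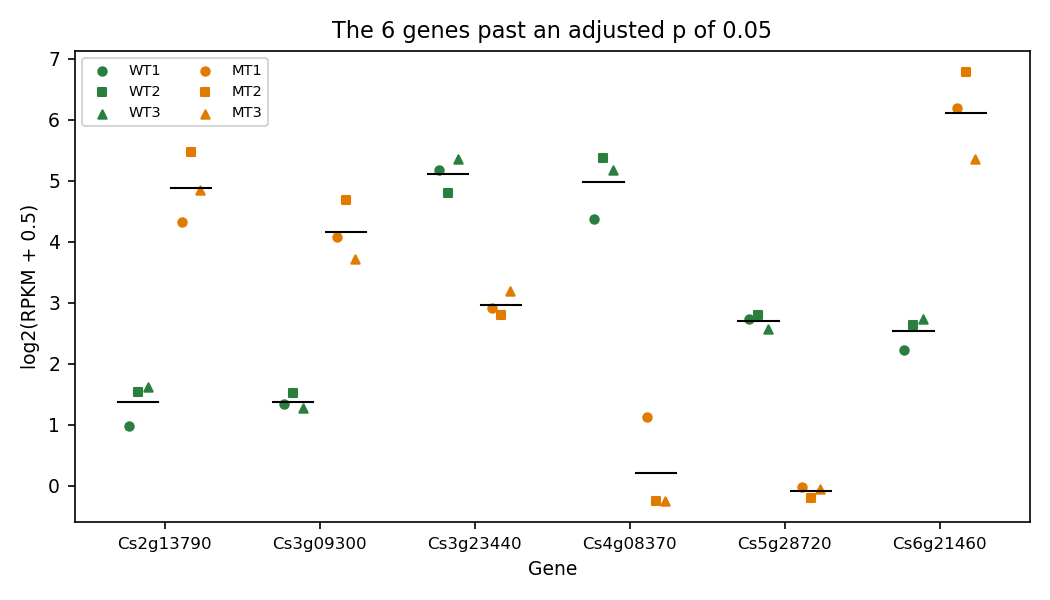
log2(RPKM + 0.5) of the 6 genes in each library, WT in green and MT in orange, with 1 point per library and a line at the mean of each genotype. For each gene the points of MT and WT do not overlap.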

### Annotation of DEGs in MT and WT

These DEGs may be involved in different functions. Gene ontology (GO) is an international standardized gene functional classification system that describes the properties of genes and their products in any organism. To understand the functions of the 303 DEGs, we mapped them to the three GO ontologies, including molecular function, cellular component, and biological process (Figure 3). According to cellular component, the most abundant DEGs were involved in “membrane” (9.2%), “cell” (5.3%) and “cell part” (5.3%). From the perspective of biological process, the DEGs were involved in “metabolic process” (28.4%), “cellular process” (20.8%), “organic substance metabolic process” (18.5%), “primary metabolic process” (17.8%) and “cellular metabolic process” (13.9%). In terms of molecular function, the genes were dominant in “catalytic activity” (31.4%), “binding” (24.4%), “ion binding” (15.5%), “heterocyclic compound binding” (13.5%) and “organic cyclic compound binding” (13.5%). In addition, the whole genome background was examined by GO category enrichment analysis (P-value ≤ 0.05). 

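Additional file 5 and Table 3 name 4 tubulin genes, and all were higher in each MT library than in every WT library. The alpha tubulin Cs8g03680 had an RPKM of 5.01 ± 1.02 (SD, n = 3) in WT and 46.5 ± 20.6 (SD, n = 3) in MT, with a log2 fold change of 2.87 (standard error 0.32, adjusted p = 0.0532 from limma). For the alpha tubulin Cs1g21050 the RPKM was 5.78 ± 1.79 (SD, n = 3) and 47 ± 21 (SD, n = 3), and the log2 fold change was 2.70 (adjusted p = 0.0532). Tubulin beta-4 (Cs6g16900) changed by 2.38 (adjusted p = 0.0657) and tubulin beta-1 (Cs8g19650) by 1.86 (adjusted p = 0.0608) on the log2 scale. Only uniquely mapped reads were counted, so reads of near-identical tubulin copies can be missing from either gene. The values within MT differed more than those within WT, with an RPKM of Cs8g03680 of 42.2 in MT1, 68.8 in MT2 and 28.3 in MT3.

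**Figure D3:**
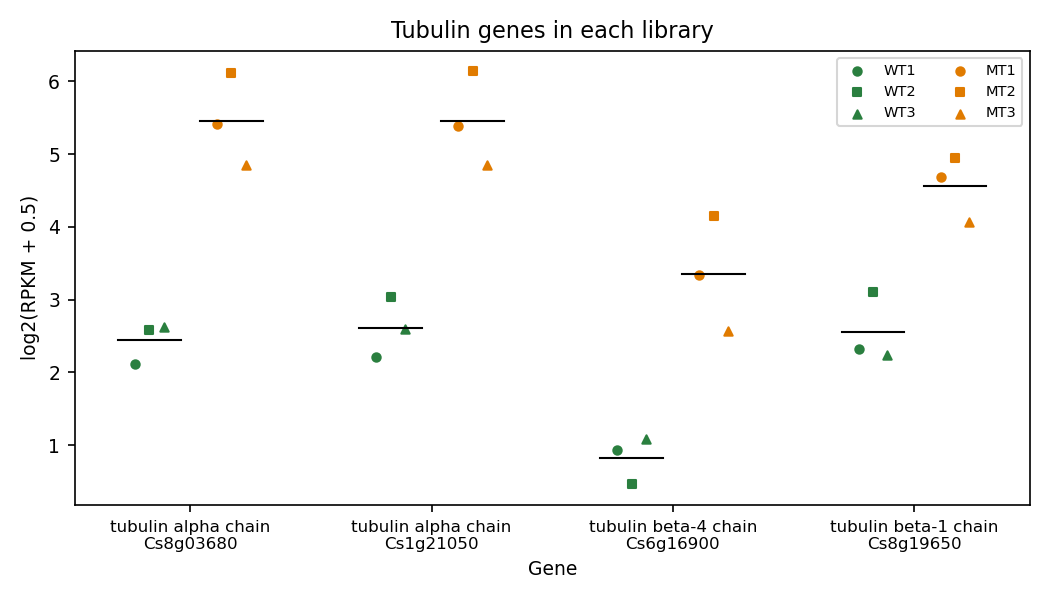
log2(RPKM + 0.5) of the 4 tubulin genes in each library, WT in green and MT in orange, with 1 point per library and a line at the mean of each genotype. Every MT point lies above every WT point of the same gene.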

Three cellular component terms were significantly enriched in the up-regulated genes, including microtubule cytoskeleton, cytoskeletal part and cytoskeleton. To further understand the biological functions of these genes, KEGG (http://www.genome.jp/kegg/) ontology assignments were used to classify their functional annotations. All the 303 DEGs were assigned to 52 KEGG pathways. Among the pathways, carbon metabolism, starch and sucrose metabolism, biosynthesis of amino acids, and a few others were highly represented (Table 3).

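Outside carbon, sugar and tubulin genes, Table 3 and Fig. 4 name 5 further pathway genes that could be tied to an identifier. Pectate lyase 5 (Cs7g09860) had an RPKM of 0.153 ± 0.0389 (SD, n = 3) in WT and 3.99 ± 1.44 (SD, n = 3) in MT, with 8 reads in WT. Its log2 fold change was 2.58 (standard error 0.30, adjusted p = 0.0532 from limma), a value that the pseudocount largely sets. It was 1.93 with a pseudocount of 1, 3.79 with 0.1 and 4.24 in limma voom, and the ratio of the means was 26.1. Gamma-glutamyltranspeptidase 3 (Cs4g13090) fell from 3.92 ± 1.27 to 0.748 ± 0.158 (SD, n = 3 each), with a log2 fold change of -1.94 (adjusted p = 0.0608). The RPKM of 1-aminocyclopropane-1-carboxylate synthase (Cs1g21210) was 115 ± 42.9 (SD, n = 3) in WT and 32.7 ± 19.6 (SD, n = 3) in MT, a log2 fold change of -2.09 (adjusted p = 0.120), or -1.49 without MT2. Shikimate O-hydroxycinnamoyltransferase (Cs3g10440) changed by 1.18 on the log2 scale (adjusted p = 0.0679). Isoflavone 2'-hydroxylase (Cs1g22210) rested on 2 reads in WT and 51 in MT, a ratio of 24.6 after division by the reads of the libraries, with an exact Clopper-Pearson 95% interval of 6.48 to 209, which covers counting error only.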

**Figure 3:**
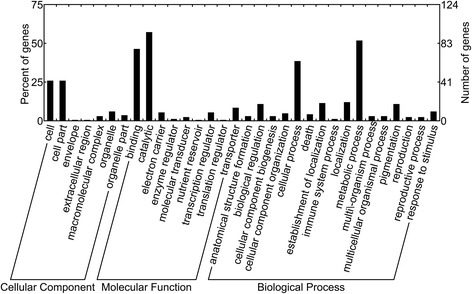
**Histogram of gene ontology classification.** The results are summarized in three main categories: molecular function, biological process and cellular component. The right Y-axis indicates the number of genes in a category. The left Y-axis indicates the percentage of a specific category of genes in that main category.

**Table 3:** **Important KEGG pathways with more than 3 DEGs**

**KEGG pathway**	**Sample number**	**Gene ID**
Carbon metabolism	5	Serine hydroxymethyltransferase, Cysteine synthase, L-3-cyanoalanine synthase 2, Glyceraldehyde-3-phosphate dehydrogenase A, D-3-phosphoglycerate dehydrogenase
Starch and sucrose metabolism	4	Pectinesterase 3, sucrose-phosphate synthase 4, Pectinesterase 2, Alpha-1,4 glucan phosphorylase L-1 isozyme
Biosynthesis of amino acids	4	Serine hydroxymethyltransferase, Cysteine synthase, L-3-cyanoalanine synthase 2, D-3-phosphoglycerate dehydrogenase
Cyanoamino acid metabolism	3	Serine hydroxymethyltransferase, L-3-cyanoalanine synthase 2, Gamma-glutamyltranspeptidase 3
Pentose and glucuronate interconversions	3	Pectate lyase 5, Pectinesterase 3, Pectinesterase 2
Phagosome	3	Tubulin beta-1 chain, Tubulin alpha chain, Tubulin alpha chain, Tubulin beta-4 chain
Cysteine and methionine metabolism	3	Cysteine synthase, L-3-cyanoalanine synthase 2, 1-aminocyclopropane-1-carboxylate synthase

### Verification of DEGs

A total of 22 DEGs were selected for qRT-PCR verification. Among them, 10 were referred to as the differentially expressed transcription factors. The other 12 genes belonged to the affected pathways including sugar metabolism and amino acid metabolism. The results showed that 19 out of the 22 differentially expressed genes in MT and WT were in consistency with the RNA-seq data (Figure 4). Linear regression [(RNA-seq value) = a(qRT-PCR value) + b] analysis of these 19 DEGs showed an overall correlation coefficient of 0.78, indicating a good correlation between the transcription profile revealed by RNA-seq data and the transcript abundance assayed by qRT-PCR (Additional file 6). These results confirmed the reliability of the RNA-seq data.

**Figure 4:**
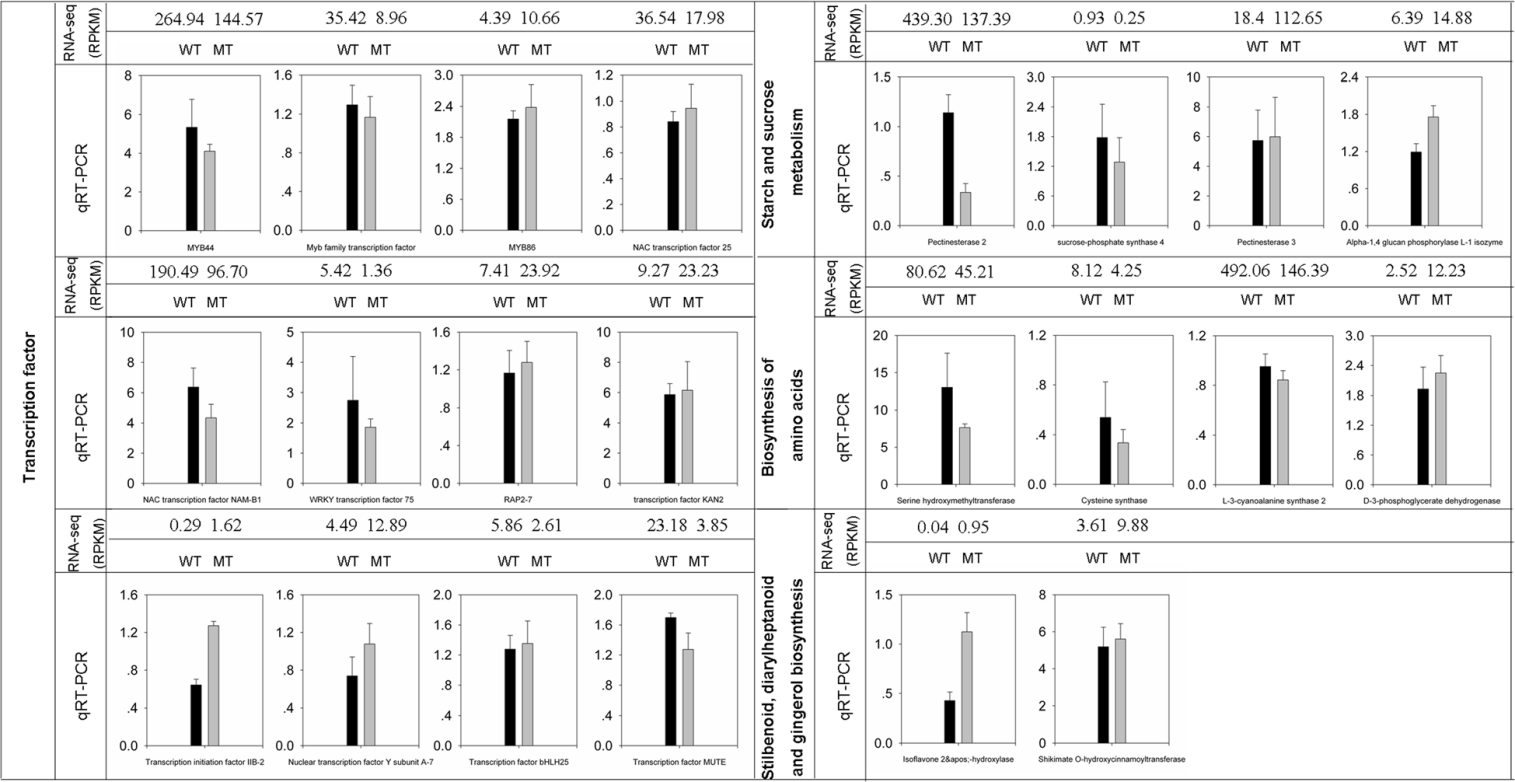
**RT-PCR analyses of differentially expressed genes corresponding to metabolic pathways and transcription factors in MT and WT.** The transcript abundance from RNA-seq data was added on the top of each gene. RPKM, reads per kilo bases per million reads.

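The mean RPKM over the 3 libraries of a genotype was computed for the 22 genes shown in Fig. 4, which Additional file 9 ties to identifiers. Of the 44 means, 43 lay within 5% of the RPKM printed in Fig. 4, read to 2 digits. In MT, 10 of the genes had a higher and 12 a lower mean RPKM than in WT. The means in WT ran from 0.0401 (Cs1g22210, isoflavone 2'-hydroxylase) to 492 (orange1.1t00386, L-3-cyanoalanine synthase 2). In MT they ran from 0.253 (Cs5g19060, sucrose-phosphate synthase 4) to 146 (orange1.1t00386).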

### Changes in fruit soluble sugar, amino acid, and fatty acid content

Considering the singificant expression change in a number of MT genes implicated in starch and sucrose metabolism as well as the biosynthesis of amino acids and fatty acids, the content of these metabolites was determined by the GC-MS analysis (Table 4). The results showed that the content of most sugars in MT was lower than that in WT, such as sucrose, glucose, fructose and mannose. Additionally, the MT pericarp, when compared with the WT pericarp, showed a decrease in the levels of four types of amino acids (proline, serine, threonine and GABA), but an increase in the levels of another four types of amino acids (lysine, valine, asparagine and aspartic acid). Interestingly, we detected an amount of asparagine in MT but trace in WT. We also detected four fatty acids in WT and MT pericarps. The content of octadecanoic acid and hexadecanoic acid was significantly lower in the MT pericarp than in the WT pericarp.

**Table 4:** **Accumulated sugars, amino acids and fatty acids in MT and WT pericarps**

		**MT (mg/g)**	**WT(mg/g)**
**Sugars**	Sucrose	5.048 ± 0.293	5.489 ± 0.255
	Glucose	0.306 ± 0.042	0.662 ± 0.024
	Fructose	1.046 ± 0.103	2.006 ± 0.021
	Mannose	1.122 ± 0.087	3.186 ± 0.234
	Glucopyranose	0.009 ± 0.002	0.009 ± 0.003
	Fructofuranose	0.231 ± 0.012	0.721 ± 0.080
	Talofuranose	0.476 ± 0.173	1.266 ± 0.149
	Xylose	0.013 ± 0.0004	0.024 ± 0.001
	4-Keto-glucose	0.009 ± 0.001	0.014 ± 0.0004
**Amino acids**	Valine	0.018 ± 0.004	0.016 ± 0.004
	Proline	0.111 ± 0.013	0.143 ± 0.061
	Serine	0.035 ± 0.011	0.046 ± 0.010
	Threonine	Trace	0.010 ± 0.006
	Lysine	0.027 ± 0.012	0.024 ± 0.006
	Aspartic acid	0.006 ± 0.001	Trace
	GABA	0.014 ± 0.006	0.016 ± 0.007
	Asparagine	0.760 ± 0.247	Trace
**Fatty acids**	Octadecanoic acid	0.255 ± 0.132	0.441 ± 0.073
	Hexadecanoic acid	0.504 ± 0.130	0.767 ± 0.073
	Octadecanoic acid,2,3-bisoxypropylester	0.035 ± 0.004	0.043 ± 0.006
	Hexadecanoic acid,2,3-bisoxypropylester	0.089 ± 0.019	0.098 ± 0.004

## Discussion

The mutant used in this study is derived from a spontaneous mutation in Guanxi pummel, and the mutation confers a novel phenotype that is regulated in a fruit-specific pattern, with the pericarp exhibiting obvious orange colour. The distinctive orange colour in the mutant pericarp has clearly been shown to be due to the massive accumulation of β-carotene. The β-carotene accumulation induced by the mutation also leads to an obvious increase of total carotenoids in the MT. In the past few years, many citrus carotenoid mutants have been discovered, but almost all of them show the red-fleshed phenotype and have proved to accumulate abnormal lycopene. Therefore, the pummelo MT identified in this study is a special material for the citrus carotenoid regulation study, particularly for the investigation of pigmentation regulation in pericarp. Previous studies on carotenoid biosynthesis in red-fleshed mutant concluded that the induction of lycopene accumulation coincided with increased expression of upstream carotenogenic genes and reduced expression of genes downstream of lycopene synthesis [30]. We hypothesized that the mechanism regulating the β-carotene accumulation was coincident with that of lycopene. As expected, the downstream genes of β-carotene degradation in the carotenoid biosynthetic pathway (*ccd1*, *ccd4a*, *ccd4c*, *bch*, *nced2*, *nced3* and *zep*) exhibited a decreased expression level in MT. Previous studies in potato tubers found that silencing the *bch* gene can significantly enhance β-carotene levels [44,45]. In maize, the *bch* alleles associated with reduced transcript expression also correlate with higher β-carotene concentrations [46]. In our research, the expression of *bch* in the WT was 1.58 fold that of the MT, indicating that the significantly reduced expression of *bch* may result in the amount accumulation of β-carotene in the MT pericarp. However, our analyses failed to find a dramatic increased expression of upstream carotenogenic genes in MT when compared with WT. Three key enzymes (*psy*, *lcy2b* and *lcyb*) for the β-carotene accumulation exhibited an obvious decrease in MT expression. These results implied that the MT exerted a major effect on β-carotene accumulation via the down-regulation of downstream genes, especially *bch*.

To understand the potential mechanisms involved in the regulation of carotenoid biosynthesis in the citrus pericarp, we used the RNA-seq approach to investigate the transcriptome profiles in MT and WT. Our analysis showed that a total of 303 genes altered expression pattern. Similar results have been reported in several studies on mutant–progenitor pairs [33,36,37]. GO analysis of annotated genes revealed that most of the DEGs were involved in catalytic activity and metabolic process (Figure 3). Because carotenoid biosynthesis which belonging to the secondary metabolisms is a dynamic and complex process catalyzed by a series of enzymes. Functional category analysis revealed that the DEGs are involved in a number of important pathways (Table 3), such as the metabolic pathways, which is consistent with the GO results that large numbers of genes are implicated in catalytic activity and metabolic process. The most noticeable pathways are carbon metabolism, starch and sucrose metabolism and biosynthesis of amino acids. Expressions of key genes in sucrose and starch metabolism, including alpha-1, 4 glucan phosphorylase (Cs6g22020), pectinesterase 3 (Cs1g16550), sucrose-phosphate synthase 4 (Cs5g19060) and pectinesterase 2 (orange1.1 t00214), were differentially expressed in WT and MT pericarpes, indicating that the sucrose and starch metabolism was significantly affected in MT. For example, Alpha-1, 4 glucan phosphorylase involved in sucrose degradation was up-regulated and sucrose-phosphate synthase 4 involved in sucrose accumulation was down-regulated in MT, indicating the acceleration of the sucrose degradation. 

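Pectinesterase 3 (Cs1g16550) had an RPKM of 18.4 ± 9.24 (SD, n = 3) in WT and 113 ± 54.8 (SD, n = 3) in MT. The log2 fold change was 2.46 (standard error 0.44, adjusted p = 0.0723 from limma). The RPKM of alpha-1,4 glucan phosphorylase (Cs6g22020) was 6.39 ± 0.448 (SD, n = 3) in WT and 14.9 ± 3.46 (SD, n = 3) in MT, with a log2 fold change of 0.99 (adjusted p = 0.0723). Sucrose-phosphate synthase 4 (Cs5g19060), with 106 reads in WT and 30 in MT, had a log2 fold change of -1.11 (standard error 0.29, adjusted p = 0.142). This value depended on the pseudocount, with -0.77 at a pseudocount of 1, -1.94 at 0.1 and -2.56 in limma voom. Pectinesterase 2 (orange1.1t00214) fell from 439 ± 41.0 to 137 ± 113 (SD, n = 3 each), with values of 108 in MT1, 41.9 in MT2 and 262 in MT3. Its log2 fold change was -2.19 (adjusted p = 0.133), with -2.85 without MT3 and -1.49 without MT2. In each of these 4 genes the MT libraries did not overlap the WT libraries. From the rise of the phosphorylase and the fall of the synthase, the paper reasons that the degradation of sucrose is accelerated in MT.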

Our gas chromatography–mass spectrometry (GC-MS) analysis also proved that the sucrose degradation in pericarp is higher in MT than in WT (Table 4). Moreover, the content of most sugars was significantly decreased in MT, indicating that the precursors for the glycolysis were increased by the accelerated degradation of sugars. Previous reports have also proved that the β-carotene synthesis was tightly linked to carbon metabolism [47,48]. 

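Serine hydroxymethyltransferase (Cs3g16860) had an RPKM of 80.6 ± 11.8 (SD, n = 3) in WT and 45.2 ± 17.4 (SD, n = 3) in MT. Its log2 fold change was -1.04 (standard error 0.27, adjusted p = 0.150 from limma). For D-3-phosphoglycerate dehydrogenase (orange1.1t04496) the RPKM was 2.52 ± 0.408 (SD, n = 3) in WT and 12.2 ± 4.18 (SD, n = 3) in MT, with a log2 fold change of 1.88 (standard error 0.28, adjusted p = 0.0540). Reads that map equally well to another copy of this gene are not in these values. Both differences in mean RPKM exceed the SD of each genotype, with no overlap between the MT and the WT libraries. For Cs3g16860 the gap was small, with 64.0 in MT3 and 67.1 in WT2.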

Five genes involved in carbon metabolism were differentially expressed in MT and WT in our results. One gene encoding glyceraldehyde-3-phosphate dehydrogenase (Cs2g14940) was significantly increased (2.9-fold) in MT. This gene, catalyzing the conversion of glycerate 3-phosphate to glyceraldehyde 3-phosphate, was important for glycolysis, which was consistent with a previous speculation that glycolysis was increased in MT. 

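The RPKM of Cs2g14940 was 0.297, 0.217 and 0.743 in WT1, WT2 and WT3 and 4.65, 12.3 and 4.21 in MT1, MT2 and MT3. The mean was 0.419 ± 0.284 (SD, n = 3) in WT and 7.05 ± 4.54 (SD, n = 3) in MT, from 23 and 390 reads. The ratio of the means was 16.8, and with each library left out in turn it ran from 10.6 to 27.4. On the scale of log2(RPKM + 0.5), the difference was 2.92, or 2.77 relative to the median gene (standard error 0.43, adjusted p = 0.0577 from limma). The relative value was 2.25 with a pseudocount of 1, 3.58 with 0.1 and 3.80 in limma voom. The paper states that this gene is important for glycolysis and relates it to its earlier speculation about glycolysis in MT.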

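Cysteine synthase (Cs9g06970) had an RPKM of 8.12 ± 1.28 (SD, n = 3) in WT and 2.45 ± 0.197 (SD, n = 3) in MT. The log2 fold change was -1.69 (standard error 0.19, adjusted p = 0.0532 from limma), and it ran from -1.78 to -1.54 when each library was left out in turn. L-3-cyanoalanine synthase 2 (orange1.1t00386) had an RPKM of 410, 479 and 587 in the WT libraries and of 98.7 in MT1, 41.5 in MT2 and 299 in MT3. Its log2 fold change was -2.33 (standard error 0.63, adjusted p = 0.137), with -3.07 without MT3 and -1.62 without MT2.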

The present research also found that five genes involved in amino acid biosynthesis were significantly changed in MT, which was in line with our GC-MS analysis that the content of amino acid differed significantly between MT and WT. A similar result was also observed in carotenoid-enhanced transgenic tomato fruits [49]. Interestingly, our research found that the asparagine was the most affected amino acid. Compared to WT, the content of asparagine increased 8.85-fold in the carotenoid-enhanced transgenic tomato fruits. These data indicated that the content of asparagine was strongly correlated with carotenoid accmulation.

In order to identify potential candidate genes involved in the regulation of carotenoid biosynthesis, we also analysed the top 10 most DEGs in MT and WT (Additional file 7). Among them, two genes were involved in fatty acid metabolism. 

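In WT1, WT2 and WT3, Cs8g15220, a match to fatty acyl-CoA reductase 3, had an RPKM of 4.59, 0.574 and 3.76, and WT2 lay far under the other WT libraries. It was 0 in MT1 and MT2 and 0.178 in MT3. These values rest on 150 reads in WT and 3 in MT. Divided by the reads of the libraries, the ratio of WT to MT was 51.8, with an exact Clopper-Pearson 95% interval of 17.4 to 254 for counting error alone. The limma adjusted p was 0.112.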

One gene encoding Fatty acyl-CoA reductase 3 (Cs8g15220) was significantly reduced in the MT, which was important for the fatty acid biosynthesis. 

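The RPKM of Cs2g04220, a GDSL esterase/lipase match, was 0.0640, 0.702 and 0 in WT1, WT2 and WT3, and 5.70, 12.5 and 3.57 in MT1, MT2 and MT3, from 13 reads in WT and 375 in MT. Its log2 fold change was 3.16 (standard error 0.50, adjusted p = 0.0608 from limma), and 2.73 to 3.58 with each library left out in turn. With so few reads in WT the pseudocount largely sets this value, which was 2.48 with a pseudocount of 1, 4.61 with 0.1 and 5.49 in limma voom on the recovered reads.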

The other gene encoding GDSL esterase/lipase (Cs2g04220) was significantly increased in the MT, and the GDSL esterase/lipase was involved in fatty acid degradation. The altered expression of these two genes indicated a decrease of the fatty acid content in MT, which was consistent with our GC-MS analysis result that the contents of octadecanoic acid and hexadecanoic acid were lower in MT than in WT (Table 4). The biosynthesis of carotenoids and fatty acids required common precursors from pyruvate [50]. We concluded that these two genes may play important role in the carotenoid metabolism regulation. We also found that the expression of one gene belonging to cytochrome P450 (Cs6g20050) was significantly increased in MT. 

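Cs6g20050, a match to cytochrome P450 89A2, had 1 read in WT, in WT2, and 35 reads in MT. The ratio of MT to WT, divided by the reads of the libraries, was 33.8, with an exact Clopper-Pearson 95% interval of 5.68 to 1373 for counting error alone. Its RPKM in MT was 0.828 ± 0.498 (SD, n = 3), and the limma adjusted p was 0.111. Reads that map to more than 1 place are not in these values.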

Cytochrome P450 catalyzes various reactions in plant biosynthesis of second metabolites, including carotenoids [51,52]. Cytochrome P450 hemoproteins, which catalyze NADPH- and O_2_-dependent hydroxylation reactions, were postulated to also be able to use hydrocarbon carotenes as substrates [53].

Transcription factors are the key switches for secondary metabolite gene regulation [54]. 

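For the 12 transcription factor genes of Additional file 8, 5 were higher and 7 lower in MT, each with no overlap between the 3 MT and the 3 WT libraries. Over all genes tested with limma, 0 of the 12 passed an adjusted p of 0.05 and 7 passed 0.1. The log2 fold change was -2.67 for MUTE and 1.46 for RAP2-7. Of those higher in MT, KAN2 (Cs3g09270) changed by 1.11 (adjusted p = 0.0808), NFYA7 (Cs7g01720) by 1.24 (adjusted p = 0.0657) and TFIIB-2 (Cs5g04520) by 1.31 (adjusted p = 0.111) on the log2 scale. TFIIB-2 rested on 15 reads in WT and 92 in MT, and its change depended on the pseudocount, with 0.89 at a pseudocount of 1, 2.22 at 0.1 and 2.66 in limma voom.

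**Figure D4:**
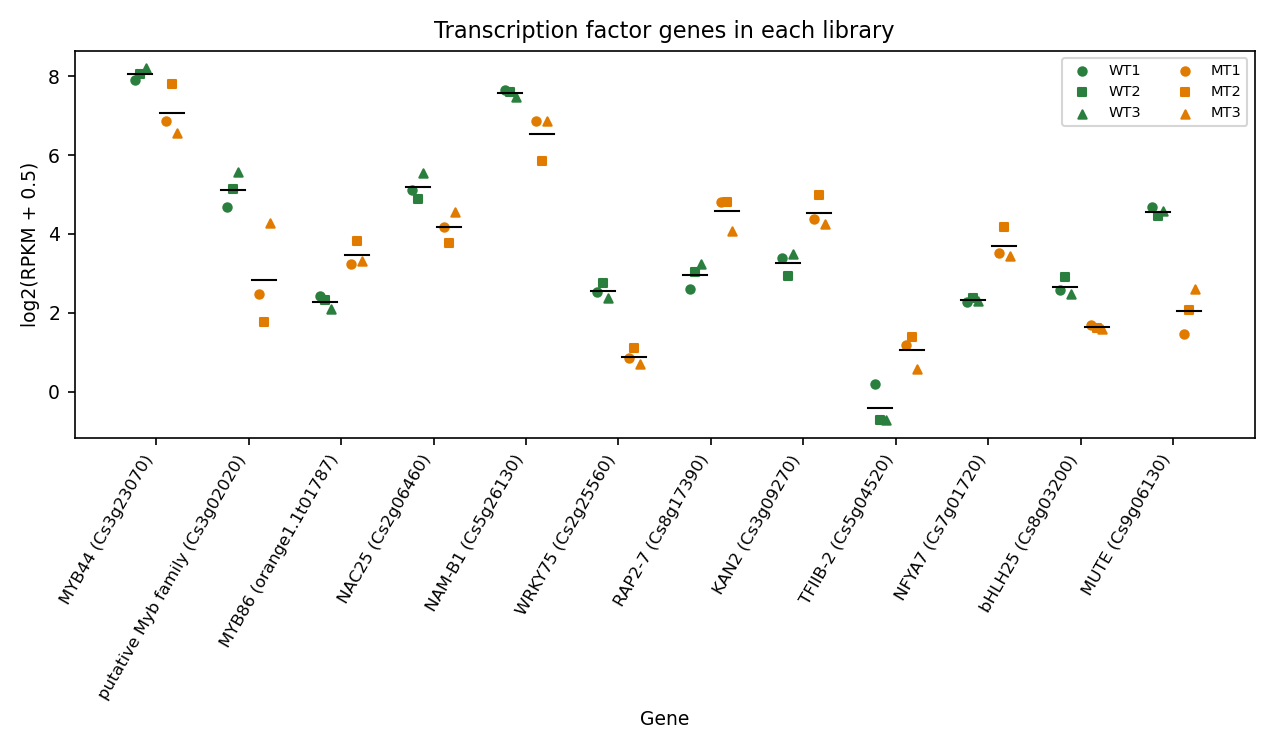
log2(RPKM + 0.5) of the 12 transcription factor genes in each library, WT in green and MT in orange, with 1 point per library and a line at the mean of each genotype. In 5 genes all MT points lie above the WT points and in 7 all lie under them.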

In the present study, twelve genes encoding transcription factors were identified by RNA-Seq analysis (Additional file 8). Among the group of transcription factors, we identified three genes belonging to the MYB family of transcription factors (Cs3g02020, Cs3g23070 and orange1.1 t01787). 

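Cs3g02020 had an RPKM of 35.4 ± 10.9 (SD, n = 3) in WT and 8.96 ± 8.73 (SD, n = 3) in MT, a log2 fold change of -2.43 (standard error 0.60, adjusted p = 0.121 from limma). Its RPKM was 5.05 in MT1, 2.87 in MT2 and 19.0 in MT3, and the log2 fold change was -3.16 without MT3 and -1.86 without MT2. MYB44 (Cs3g23070) had 265 ± 27.8 (SD, n = 3) in WT and 145 ± 69.7 (SD, n = 3) in MT. Its log2 fold change was -1.12 (adjusted p = 0.157), and its lowest WT value of 238 lay close to the 224 of MT2. MYB86 (orange1.1t01787) rose from 4.39 ± 0.564 to 10.7 ± 2.51 (SD, n = 3 each), with a log2 fold change of 1.02 (adjusted p = 0.0723).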

Previous studies on the carotenoid mutants also identified a number of MYB transcription factors [34,35]. The superfamily of MYB transcription factors was proved to control many biological processes, primarily in anthocyanin biosynthesis [55,56]. Overexpression of a *Vitis vinifera* R2R3-MYB transcription factor (*MYB5b*) in tomato resulted in an increased content of β-carotene [57]. These results indicated that the *MYB* genes may be involved in regulating carotenoid biosynthesis. We also detected two significantly differentially expressed NAC transcription factors. NAC proteins constitute one of the largest families of plant-specific transcription factors [58]. Genes from this family participate in various biological processes including developmental programs, defence, and biotic and abiotic stress responses [59,60]. Recently, a NAC transcription factor (SlNAC4) has been proved to a positive regulator of carotenoid accumulation [61]. In this study, both of the two identified NAC transcription factors showed a down-regulated expression in MT samples, indicating that both of them may play a feedback regulating role in the carotenoid biosynthesis. 

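NAC25 (Cs2g06460) had an RPKM of 36.5 ± 8.59 (SD, n = 3) in WT and 18.0 ± 4.91 (SD, n = 3) in MT, a log2 fold change of -1.16 (standard error 0.24, adjusted p = 0.111 from limma). NAM-B1 (Cs5g26130) had 190 ± 10.6 (SD, n = 3) in WT and 96.7 ± 34.1 (SD, n = 3) in MT, and changed by -1.19 (standard error 0.28, adjusted p = 0.122). From their lower expression in MT, the paper proposes a feedback role of both genes in carotenoid biosynthesis.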

Ethylene plays a key regulatory role in fruit ripening and carotenoid accumulation [62]. Our results showed that the ethylene-responsive transcription factor (RAP2-7) was highly expressed in MT. 

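RAP2-7 (Cs8g17390) had an RPKM of 7.41 ± 1.70 (SD, n = 3) in WT and 23.9 ± 6.48 (SD, n = 3) in MT. The adjusted p from limma was 0.0657, with a standard error of 0.26 on the log2 scale. The lowest MT value, 16.4 in MT3, exceeded the highest WT value, 8.98 in WT3.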

In this study, we also identified several other significantly differentially expressed transcription factors, such as WRKY (Cs2g25560), BHLH (Cs8g03200) and MUTE (Cs9g06130).

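WRKY75 (Cs2g25560) had an RPKM of 5.42 ± 0.777 (SD, n = 3) in WT and 1.36 ± 0.273 (SD, n = 3) in MT, a log2 fold change of -1.83 (standard error 0.21, adjusted p = 0.0532 from limma). For bHLH25 (Cs8g03200) the RPKM was 5.88 ± 1.04 (SD, n = 3) in WT and 2.61 ± 0.113 (SD, n = 3) in MT, a log2 fold change of -1.17 (adjusted p = 0.0791). MUTE (Cs9g06130) had 23.2 ± 1.88 (SD, n = 3) in WT and 3.85 ± 1.69 (SD, n = 3) in MT, with an adjusted p of 0.0532 and a standard error of 0.29 on the log2 scale.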

## Conclusions

This is the first investigation of the biochemical and molecular alterations associated with an *orange-pericarp* fruit mutation in pummelo. In this study, the content of carotenoids and the expression patterns of carotenoid biosynthetic genes in the pericarps were comparatively analysed for the pummelo MT and its WT. We used RNA-seq to identify the differential expression genes in the MT by comparing with the WT. GO analysis and pathway mapping of the DEGs provide significant insight into the underlying molecular mechanisms governing the β-carotene accumulation. Critical genes and pathways involved in carbon metabolism, starch and sucrose metabolism and biosynthesis of amino acids were associated with the β-carotene accumulation. The results suggest that the considerable β-carotene accumulation appears to be due to a down-regulation of downstream genes for β-carotene degradation. Moreover, several candidate genes and transcription factors that possibly regulate carotenoid biosynthesis in the pericarp of pummelo were also identified. However, the functions of these genes remain to be elucidated in the future. The overall findings from this study facilitate the understanding of the molecular regulation of β-carotene accumulation in the pummelo mutant strain and provide useful information for further related studies.

## Methods

### Plant materials and RNA extraction

The materials used in this study were ‘Guanxi’ pummelo and its MT cultivated in the city of Zhangzhou, Fujian province, China. The samples were harvested at ripe stage with three biological replicates. After separation from fruits, the pericarps were immediately frozen in liquid nitrogen and kept at −80°C until further use. Total RNA was extracted from the pericarps of WT and MT as previously described [30]. The quality of the RNA was assessed by 1% agarose gel electrophoresis coupled with NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). RNA concentration was measured using Qubit® RNA Assay Kit in Qubit® 2.0 Flurometer (Life Technologies, USA). RNA integrity was confirmed using a 2100 Bioanalyzer (Agilent Technologies) with a minimum RNA integrity number (RIN) value of 8.0.

### Carotenoid content measurement

Carotenoid extraction and quantification was performed as previously described with modification [30]. Carotenoids were analyzed by reversed phase HPLC. Chromatography was carried out with a Waters liquid chromatography system equipped with a model 600E solvent delivery system, a model 2996 photodiode array detection (PAD) system, a model 717 plus autosampler, and an empower Chromatography Manager. Carotenoids were eluted with MeOH- Acetonitrile [75:25 v/v, eluent A] and MTBE [eluent B] using a C30 carotenoid column (15 × 4.6 mm; YMC, Japan). Carotenoids were identified by their characteristic absorption spectra, typical retention time, and comparison with authentic standards (Bern, Switzerland).

### RNA-seq library preparation and sequencing

Sequencing libraries were constructed by using three biological replicates for WT and MT pericarps, which were named WT1, WT2, WT3, MT1, MT2 and MT3, respectively. A total amount of 3 μg RNA per sample was used as input material for the RNA sample preparation. Sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) by following manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First strand cDNA was synthesized using random hexamer primer and MmuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated before hybridization. To preferentially select cDNA fragments of 150–200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. The PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq SR Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2000 platform and 100 bp single-end reads were generated.

### Data analysis

Raw sequence reads were first processed using an in-house Perl script. In this step, clean data were obtained by removing reads containing adaptors only, reads with more than 10% unknown bases and reads with a quality score of less than 5.0 for more than half of the bases. Meanwhile, the Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were based on these clean data with high quality. For annotation, all clean tags were mapped to the reference sequence of the sweet orange genome [42]. Mismatches of no more than two bases were allowed in the alignment. The remaining clean tags were designated as unambiguous clean tags. The RPKM method was used to estimate the unique gene expression levels [63]. Reference genome and gene model annotation files were downloaded directly from the genome website (http://citrus.hzau.edu.cn/orange/index.php). Index of the reference genome was built using Bowtie v2.0.6 (Broad Institute, Cambridge, MA, USA) and single-end clean reads were aligned to the reference genome using TopHat v2.0.9 (Broad Institute). TopHat was selected as the mapping tool because it can generate a database of splice junctions based on the gene model annotation file and thus give a better mapping result than other non-splice mapping tools. Differential expression analysis of two samples (each three biological replicates) was performed using the DESeq R package (1.10.1) [64]. DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. The significance of the gene expression difference was determined with an adjusted P-value <0.05 found by DESeq. GO enrichment analysis of DEGs was implemented by the GOseq R package. GO terms with a corrected P-value < 0.05 were considered significantly enriched by differentially expressed genes. The statistical enrichment of the differential expression genes in KEGG pathways was tested using the KO-Based Annotation System (KOBAS) software.

### qRT-PCR analysis

To validate the RNA-Seq results and provide more information for the affected metabolic processes, 22 selected DEGs corresponding to the metabolic pathways and transcription factors were verified by qRT-PCR. Actin was amplified along with the target gene as an endogenous control to normalize expression between different samples. Primer sequences used for qRT-PCR are listed in Additional file 9. The samples collected from another year and different from the RNA-seq analysis were used for qRT-PCR validation. One μg of total RNA from each sample was used to synthesize the first strand cDNA using the PrimeScript Reverse Transcriptase Kit (TaKaRa) according to the protocol of the manufacturer. The qRT-PCR was carried out in an ABI PRISM® 9600 Sequence Detection System (Applied Biosystems) using SYBR Green Supermix according to the manufacturer’s instructions, under the thermal cycle conditions of an initial denaturation at 94°C for 10 min, followed by 40 cycles of 94°C for 15 s, 60°C for 31 s for annealing, and a final step of extension at 72°C for 7 min. The expression level of genes was calculated by the delta-delta-Ct method [65]. Each biological sample was examined in duplicate with two to three technical replicates.

### Determination of the sugar, amino acid and fatty acid content in the pericarp

The extraction and derivatization of sugars, amino acids and fatty acids were performed as previously described with modification [66]. A 200 mg sample was added to the extracting solution containing 2,700 μl of methanol and 300 μl of 0.2 mg ml^−1^ ribitol in water as a quantification internal standard. Each sample (1 μl) was injected into the GC system through a fused-silica capillary column with a DB-5 MS stationary phase (30 m × 0.25 mm i.d., 0.25 μm). Total ion current (TIC) spectra were recorded in the mass range of 45–600 atomic mass units (amu) in scanning mode.

## Availability of supporting data

Raw sequencing data is available through the NCBI Gene Expression Omnibus under Project ID GSE64764. All samples were sequenced as 100 bp single reads on an Illumina HiSeq2500 sequencer.

## Additional files

Additional file 1:
**SSR marker analysis of MT and WT.** For each pair of SSR markers, the left is WT, and the right is MT. Additional file 2:
**Carotenoid content in the pulps of MT and WT at fruit maturation.**
Additional file 3:
**Sequence information of carotenoid biosynthetic genes in MT and WT.**
Additional file 4:
**DEGs in MT and WT.** The red part represents the genes up-regulated in MT as compared to WT. The green part shows the genes downregulated in MT. The blue part shows the genes without expression difference between the two samples. Additional file 5:
**List of significantly DEGs between MT and WT.**
Additional file 6:
**Comparison of gene expression ratios observed by RNA-seq and qRT-PCR.** The RNA-seq log_2_ (expression ratio) values (x-axis) are plotted against the log_2_ (expression ratio) obtained by qRT-PCR (y-axis). Additional file 7:
**Top 10 most DEGs in MT and WT.** The transcript abundance from RNA-seq data was added on the top of each gene. RPKM, reads per kilo bases per million reads. The gene number refers to the sweet orange genome. Additional file 8:
**Transcription factor with altered expression in MT.**
Additional file 9:
**Primer sequences for amplification by qRT-PCR.**

## Abbreviations

HPLC: High Performance Liquid Chromatography
MT: *Orange-pericarp* mutant
WT: Wild type
qRT-PCR: Quantitative real-time PCR
GO: Gene ontology
DEGs: Differentially expressed genes
ABA: Abscisic acid
*GGPP*: Geranylgeranyl pyrophosphate
*PSY*: Phytoene synthase
*PDS*: Phytoene desaturase
*ZDS*: ζ-carotene desaturase
*CRTISO*: Carotene isomerase
*ZISO*: 15-cis-ζ-carotene isomerase
*LCYb*: Lycopene β-cyclase
*LCYe*: Lycopene ε-cyclase
*BCH*: β-ring hydroxylase
*ZEP*: Zeaxanthin epoxidase
*NCEDs*: 9-cis-epoxycarotenoid dioxygenase
*CCDs*: Carotenoid cleavage dioxygenases
SSR: Simple Sequence Repeat
RPKM: Reads per kilobase of exon model per million mapped reads
GC-MS: Gas chromatography–mass spectrometry
RIN: RNA integrity number
PAD: Photodiode array detection
TIC: Total ion current

## References

[1] Talon M, Gmitter FG (2008). Citrus genomics. Int J Plant Genomics.

[2] Alquézar B, Rodrigo M, Zacarías L (2008). Carotenoid biosynthesis and their regulation in citrus fruits. Tree Forestry Sci Biotechnol.

[3] Demmig-Adams B, Adams WW (2002). Antioxidants in photosynthesis and human nutrition. Science.

[4] Ma J, Li J, Zhao J, Zhou H, Ren F, Wang L (2014). Inactivation of a gene encoding carotenoid cleavage dioxygenase (CCD4) leads to carotenoid-based yellow coloration of fruit flesh and leaf midvein in peach. Plant Mol Biol Report.

[5] Rubio A, Rambla JL, Santaella M, Gómez MD, Orzaez D, Granell A (2008). Cytosolic and plastoglobule-targeted carotenoid dioxygenases from Crocus sativus are both involved in β-ionone release. J Biol Chem.

[6] Cazzonelli CI (2011). Goldacre review: carotenoids in nature: insights from plants and beyond. Funct Plant Biol.

[7] Fester T, Hause B, Schmidt D, Halfmann K, Schmidt J, Wray V (2002). Occurrence and localization of apocarotenoids in arbuscular mycorrhizal plant roots. Plant Cell Physiol.

[8] Milborrow B (2001). The pathway of biosynthesis of abscisic acid in vascular plants: a review of the present state of knowledge of ABA biosynthesis. J Exp Bot.

[9] Wolf G (2001). The discovery of the visual function of vitamin A. J Nutr.

[10] Krinsky NI, Johnson EJ (2005). Carotenoid actions and their relation to health and disease. Mol Asp Med.

[11] Rao A, Rao LG (2007). Carotenoids and human health. Pharmacol Res.

[12] Von Lintig J (2010). Colors with functions: elucidating the biochemical and molecular basis of carotenoid metabolism. Annu Rev Nutr.

[13] Sandmann G (2001). Carotenoid biosynthesis and biotechnological application. Arch Biochem Biophys.

[14] Cunningham F, Gantt E (1998). Genes and enzymes of carotenoid biosynthesis in plants. Annu Rev Plant Biol.

[15] Hirschberg J (2001). Carotenoid biosynthesis in flowering plants. Curr Opin Plant Biol.

[16] Park H, Kreunen SS, Cuttriss AJ, DellaPenna D, Pogson BJ (2002). Identification of the carotenoid isomerase provides insight into carotenoid biosynthesis, prolamellar body formation, and photomorphogenesis. Plant Cell Online.

[17] Ronen G, Cohen M, Zamir D, Hirschberg J (1999). Regulation of carotenoid biosynthesis during tomato fruit development: expression of the gene for lycopene epsilon-cyclase is down-regulated during ripening and is elevated in the mutantDelta. Plant J.

[18] Tanaka Y, Sasaki N, Ohmiya A (2008). Biosynthesis of plant pigments: anthocyanins, betalains and carotenoids. Plant J.

[19] Gross J, Schweigert BS (1987). Pigments in fruits. Food science and technology: a series of monographs.

[20] Saunt J (2000). Citrus varieties of the world.

[21] Rouseff R, Raley L, Hofsommer H-J (1996). Application of diode array detection with a C-30 reversed phase column for the separation and identification of saponified orange juice carotenoids. J Agric Food Chem.

[22] Sun Y, Liu D, Chen J, Ye X, Yu D (2011). Effects of different factors of ultrasound treatment on the extraction yield of the all-trans-β-carotene from citrus peels. Ultrason Sonochem.

[23] Zhou JY, Sun CD, Zhang LL, Dai X, Xu CJ, Chen KS (2010). Preferential accumulation of orange-colored carotenoids in Ponkan (*Citrus reticulata*) fruit peel following postharvest application of ethylene or ethephon. Sci Hortic.

[24] Rodrigo MJ, Alquézar B, Alós E, Medina V, Carmona L, Bruno M (2013). A novel carotenoid cleavage activity involved in the biosynthesis of Citrus fruit-specific apocarotenoid pigments. J Exp Bot.

[25] Ma G, Zhang L, Matsuta A, Matsutani K, Yamawaki K, Yahata M (2013). Enzymatic formation of β-citraurin from β-cryptoxanthin and zeaxanthin by carotenoid cleavage Dioxygenase4 in the flavedo of citrus fruit. Plant Physiol.

[26] Rodrigo MJ, Marcos JF, Zacarías L (2004). Biochemical and molecular analysis of carotenoid biosynthesis in flavedo of orange (*Citrus sinensis* L.) during fruit development and maturation. J Agric Food Chem.

[27] Rodrigo MJ, Marcos JF, Alférez F, Mallent MD, Zacarías L (2003). Characterization of Pinalate, a novel Citrus sinensis mutant with a fruit-specific alteration that results in yellow pigmentation and decreased ABA content. J Exp Bot.

[28] Lee HS (2001). Characterization of carotenoids in juice of red navel orange (Cara Cara). J Agric Food Chem.

[29] Monselise S, Halevy A (1961). Detection of lycopene in pink orange fruit. Science.

[30] Liu Q, Xu J, Liu YZ, Zhao XL, Deng XX, Guo LL (2007). A novel bud mutation that confers abnormal patterns of lycopene accumulation in sweet orange fruit (*Citrus sinensis* L. Osbeck). J Exp Bot.

[31] Curl AL, Bailey GF (1957). The carotenoids of Ruby Red grapefruit. J Food Sci.

[32] Xu J, Tao NG, Liu Q, Deng XX (2006). Presence of diverse ratios of lycopene/β-carotene in five pink or red-fleshed citrus cultivars. Sci Hortic.

[33] Liu Q, Zhu AD, Chai LJ, Zhou WJ, Yu KQ, Ding J (2009). Transcriptome analysis of a spontaneous mutant in sweet orange [*Citrus sinensis* (L.) Osbeck] during fruit development. J Exp Bot.

[34] Pan ZY, Liu Q, Yun Z, Guan R, Zeng WF, Xu Q (2009). Comparative proteomics of a lycopene-accumulating mutant reveals the important role of oxidative stress on carotenogenesis in sweet orange (*Citrus sinensis* [L.] osbeck). Proteomics.

[35] Xu Q, Yu KQ, Zhu AD, Ye JL, Liu Q, Zhang JC (2009). Comparative transcripts profiling reveals new insight into molecular processes regulating lycopene accumulation in a sweet orange (*Citrus sinensis*) red-flesh mutant. BMC Genomics.

[36] Alós E, Roca M, Iglesias DJ, Mínguez-Mosquera MI, Damasceno CMB, Thannhauser TW (2008). An evaluation of the basis and consequences of a stay-green mutation in the navel negra citrus mutant using transcriptomic and proteomic profiling and metabolite analysis. Plant Physiol.

[37] Licciardello C, Russo MP, Recupero RG (2008). Identification of differentially expressed genes in the flesh of blood and common oranges. Tree Genetics Genomes.

[38] Fanciullino AL, Dhuique-Mayer C, Luro F, Morillon R, Ollitrault P (2007). Carotenoid biosynthetic pathway in the Citrus genus: number of copies and phylogenetic diversity of seven genes. J Agric Food Chem.

[39] Xu CJ, Fraser PD, Wang WJ, Bramley PM (2006). Differences in the carotenoid content of ordinary citrus and lycopene-accumulating mutants. J Agric Food Chem.

[40] Tao NG, Hu ZY, Liu Q, Xu J, Cheng YJ, Guo LL (2007). Expression of phytoene synthase gene (Psy) is enhanced during fruit ripening of Cara Cara navel orange (Citrus sinensis Osbeck). Plant Cell Rep.

[41] Alquezar B, Rodrigo MJ, Zacarías L (2008). Regulation of carotenoid biosynthesis during fruit maturation in the red-fleshed orange mutant Cara Cara. Phytochemistry.

[42] Xu Q, Chen LL, Ruan XA, Chen DJ, Zhu AD, Chen CL (2013). The draft genome of sweet orange (*Citrus sinensis*). Nat Genet.

[43] Zhang N, Zhang HJ, Zhao B, Sun QQ, Cao YY, Li R (2014). The RNA-seq approach to discriminate gene expression profiles in response to melatonin on cucumber lateral root formation. J Pineal Res.

[44] Van Eck J, Conlin B, Garvin D, Mason H, Navarre D, Brown C (2007). Enhancing beta-carotene content in potato by RNAi-mediated silencing of the beta-carotene hydroxylase gene. Am J Potato Res.

[45] Diretto G, Welsch R, Tavazza R, Mourgues F, Pizzichini D, Beyer P (2007). Silencing of beta-carotene hydroxylase increases total carotenoid and beta-carotene levels in potato tubers. BMC Plant Biol.

[46] Yan JB, Kandianis CB, Harjes CE, Bai L, Kim E-H, Yang X (2010). Rare genetic variation at Zea mays crtRB1 increases [beta]-carotene in maize grain. Nat Genet.

[47] Schulze-Siebert D, Schultz G (1987). β-carotene synthesis in isolated spinach chloroplasts its tight linkage to photosynthetic carbon metabolism. Plant Physiol.

[48] Schultz G, Heintze A, Hoppe P, Hagelstein P, Gorlach J, Meereis K (1991). Tocopherol and carotenoid synthesis in chloroplasts: tight linkage to plastidic carbon metabolism in developing chloroplasts. Am Soc Plant Physiol.

[49] Fraser PD, Enfissi EM, Halket JM, Truesdale MR, Yu D, Gerrish C (2007). Manipulation of phytoene levels in tomato fruit: effects on isoprenoids, plastids, and intermediary metabolism. Plant Cell Online.

[50] Schwender J, Seemann M, Lichtenthaler H, Rohmer M (1996). Biosynthesis of isoprenoids (carotenoids, sterols, prenyl side-chains of chlorophylls and plastoquinone) via a novel pyruvate/glyceraldehyde 3-phosphate non-mevalonate pathway in the green alga Scenedesmus obliquus. Biochem J.

[51] Kim J, DellaPenna D (2006). Defining the primary route for lutein synthesis in plants: the role of Arabidopsis carotenoid β-ring hydroxylase CYP97A3. Proc Natl Acad Sci U S A.

[52] Tian L, DellaPenna D (2001). Characterization of a second carotenoid β-hydroxylase gene from Arabidopsis and its relationship to the LUT1 locus. Plant Mol Biol.

[53] Chapple C (1998). Molecular-genetic analysis of plant cytochrome P450-dependent monooxygenases. Annu Rev Plant Biol.

[54] De Geyter N, Gholami A, Goormachtig S, Goossens A (2012). Transcriptional machineries in jasmonate-elicited plant secondary metabolism. Trends Plant Sci.

[55] Kobayashi S, Goto-Yamamoto N, Hirochika H (2004). Retrotransposon-induced mutations in grape skin color. Science.

[56] Takos AM, Jaffé FW, Jacob SR, Bogs J, Robinson SP, Walker AR (2006). Light-induced expression of a MYB gene regulates anthocyanin biosynthesis in red apples. Plant Physiol.

[57] Mahjoub A, Hernould M, Joubès J, Decendit A, Mars M, Barrieu F (2009). Overexpression of a grapevine R2R3-MYB factor in tomato affects vegetative development, flower morphology and flavonoid and terpenoid metabolism. Plant Physiol Biochem.

[58] Puranik S, Sahu PP, Srivastava PS, Prasad M (2012). NAC proteins: regulation and role in stress tolerance. Trends Plant Sci.

[59] Olsen AN, Ernst HA, Leggio LL, Skriver K (2005). NAC transcription factors: structurally distinct, functionally diverse. Trends Plant Sci.

[60] Hegedus D, Yu M, Baldwin D, Gruber M, Sharpe A, Parkin I (2003). Molecular characterization of Brassica napus NAC domain transcriptional activators induced in response to biotic and abiotic stress. Plant Mol Biol.

[61] Zhu M, Chen G, Zhou S, Tu Y, Wang Y, Dong T (2014). A new tomato NAC (NAM/ATAF1/2/CUC2) transcription factor, SlNAC4, functions as a positive regulator of fruit ripening and carotenoid accumulation. Plant Cell Physiol.

[62] Lee JM, Joung JG, McQuinn R, Chung MY, Fei Z, Tieman D (2012). Combined transcriptome, genetic diversity and metabolite profiling in tomato fruit reveals that the ethylene response factor SlERF6 plays an important role in ripening and carotenoid accumulation. Plant J.

[63] Mortazavi A, Williams BA, Mccue K, Schaeffer L, Wold B (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods.

[64] Anders S, Huber W. Differential expression analysis for sequence count data. Genome Biol. 2010;11(10).10.1186/gb-2010-11-10-r106PMC321866220979621

[65] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^− ΔΔCT^ method. Methods.

[66] Yun Z, Gao HJ, Liu P, Liu SZ, Luo T, Jin S (2013). Comparative proteomic and metabolomic profiling of citrus fruit with enhancement of disease resistance by postharvest heat treatment. BMC Plant Biol.

# Supplementary material for: Transcriptomic analysis of differentially expressed genes in an orange-pericarp mutant and wild type in pummelo (Citrus grandis)
**Source:** BMC Plant Biol. 2015 Feb 12;15:44. doi: 10.1186/s12870-015-0435-3
**Supplement:** Additional file 3: — Sequence information of carotenoid biosynthetic genes in MT and WT.

## GGPS

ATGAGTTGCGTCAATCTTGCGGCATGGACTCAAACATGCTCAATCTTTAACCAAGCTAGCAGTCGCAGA  
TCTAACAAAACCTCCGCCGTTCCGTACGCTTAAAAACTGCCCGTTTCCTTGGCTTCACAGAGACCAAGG  
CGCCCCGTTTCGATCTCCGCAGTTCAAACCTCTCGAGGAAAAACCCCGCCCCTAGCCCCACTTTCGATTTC  
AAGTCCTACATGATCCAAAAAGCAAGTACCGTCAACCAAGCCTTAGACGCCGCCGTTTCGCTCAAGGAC  
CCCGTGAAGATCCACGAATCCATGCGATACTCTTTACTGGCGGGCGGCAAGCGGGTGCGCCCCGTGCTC  
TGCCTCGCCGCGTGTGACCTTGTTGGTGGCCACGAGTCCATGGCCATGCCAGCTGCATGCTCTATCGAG  
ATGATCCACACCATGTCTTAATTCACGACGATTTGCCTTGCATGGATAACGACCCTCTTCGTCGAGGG  
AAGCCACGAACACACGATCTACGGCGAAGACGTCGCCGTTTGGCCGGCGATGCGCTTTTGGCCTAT  
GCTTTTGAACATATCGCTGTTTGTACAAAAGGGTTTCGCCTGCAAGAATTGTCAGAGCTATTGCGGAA  
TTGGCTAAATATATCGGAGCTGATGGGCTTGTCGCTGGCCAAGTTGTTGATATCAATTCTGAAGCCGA  
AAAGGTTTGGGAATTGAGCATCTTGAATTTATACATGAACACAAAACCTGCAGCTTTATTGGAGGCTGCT  
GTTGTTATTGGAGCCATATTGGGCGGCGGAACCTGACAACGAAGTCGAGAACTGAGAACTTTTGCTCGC  
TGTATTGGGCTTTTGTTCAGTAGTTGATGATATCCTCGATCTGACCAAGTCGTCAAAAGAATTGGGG  
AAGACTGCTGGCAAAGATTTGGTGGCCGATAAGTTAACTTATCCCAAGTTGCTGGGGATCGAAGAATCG  
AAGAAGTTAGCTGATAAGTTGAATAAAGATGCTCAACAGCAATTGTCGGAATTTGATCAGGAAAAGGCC  
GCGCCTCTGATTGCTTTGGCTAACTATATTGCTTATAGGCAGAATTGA

## PSY

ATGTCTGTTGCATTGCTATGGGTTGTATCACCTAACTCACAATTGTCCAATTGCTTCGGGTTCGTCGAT  
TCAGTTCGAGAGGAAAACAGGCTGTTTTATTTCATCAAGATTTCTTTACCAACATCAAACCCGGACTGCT  
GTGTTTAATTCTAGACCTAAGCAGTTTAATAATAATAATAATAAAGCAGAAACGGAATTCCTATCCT  
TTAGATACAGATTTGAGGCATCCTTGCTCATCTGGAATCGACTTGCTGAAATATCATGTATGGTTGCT  
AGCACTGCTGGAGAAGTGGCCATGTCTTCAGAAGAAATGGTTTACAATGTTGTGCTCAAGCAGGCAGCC  
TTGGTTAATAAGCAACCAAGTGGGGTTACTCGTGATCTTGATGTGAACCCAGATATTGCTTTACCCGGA  
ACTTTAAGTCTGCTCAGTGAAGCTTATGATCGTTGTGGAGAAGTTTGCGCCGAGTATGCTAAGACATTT  
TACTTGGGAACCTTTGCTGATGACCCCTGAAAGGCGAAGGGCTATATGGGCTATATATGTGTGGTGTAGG  
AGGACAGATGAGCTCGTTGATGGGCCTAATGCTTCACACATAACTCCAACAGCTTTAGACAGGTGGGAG  
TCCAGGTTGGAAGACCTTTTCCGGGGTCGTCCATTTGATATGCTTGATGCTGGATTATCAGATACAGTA  
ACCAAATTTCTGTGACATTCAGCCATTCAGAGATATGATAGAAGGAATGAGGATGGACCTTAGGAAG  
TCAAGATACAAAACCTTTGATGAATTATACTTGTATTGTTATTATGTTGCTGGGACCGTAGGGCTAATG  
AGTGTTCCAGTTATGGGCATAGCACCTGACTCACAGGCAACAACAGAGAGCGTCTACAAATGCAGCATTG  
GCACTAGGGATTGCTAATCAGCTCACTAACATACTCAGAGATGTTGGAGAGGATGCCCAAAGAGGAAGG  
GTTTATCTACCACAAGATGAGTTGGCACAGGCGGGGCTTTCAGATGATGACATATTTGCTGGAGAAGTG  
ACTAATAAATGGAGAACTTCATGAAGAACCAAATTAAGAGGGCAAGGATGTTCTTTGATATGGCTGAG  
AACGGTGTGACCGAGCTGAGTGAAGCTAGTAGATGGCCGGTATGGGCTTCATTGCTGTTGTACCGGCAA  
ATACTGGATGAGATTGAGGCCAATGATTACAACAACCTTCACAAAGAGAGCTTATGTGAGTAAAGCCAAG  
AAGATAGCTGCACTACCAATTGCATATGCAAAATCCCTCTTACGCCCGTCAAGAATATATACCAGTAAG  
GCTTAA

## PDS

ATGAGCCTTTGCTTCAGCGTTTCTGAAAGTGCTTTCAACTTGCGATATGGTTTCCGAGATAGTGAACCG  
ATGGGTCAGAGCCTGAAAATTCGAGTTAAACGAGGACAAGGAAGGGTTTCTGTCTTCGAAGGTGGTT

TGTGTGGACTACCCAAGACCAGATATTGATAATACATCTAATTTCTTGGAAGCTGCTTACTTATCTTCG  
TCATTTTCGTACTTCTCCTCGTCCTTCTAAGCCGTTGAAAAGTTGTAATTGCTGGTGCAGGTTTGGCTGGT  
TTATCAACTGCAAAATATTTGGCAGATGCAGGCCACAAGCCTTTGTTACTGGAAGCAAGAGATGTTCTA  
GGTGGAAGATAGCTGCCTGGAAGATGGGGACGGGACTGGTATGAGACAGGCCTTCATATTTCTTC  
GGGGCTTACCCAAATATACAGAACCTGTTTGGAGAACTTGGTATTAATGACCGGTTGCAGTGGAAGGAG  
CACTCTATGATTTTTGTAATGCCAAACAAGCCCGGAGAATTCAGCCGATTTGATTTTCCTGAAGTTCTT  
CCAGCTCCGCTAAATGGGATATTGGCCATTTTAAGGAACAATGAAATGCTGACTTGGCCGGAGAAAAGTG  
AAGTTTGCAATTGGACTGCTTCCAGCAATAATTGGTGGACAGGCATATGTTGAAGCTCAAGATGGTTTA  
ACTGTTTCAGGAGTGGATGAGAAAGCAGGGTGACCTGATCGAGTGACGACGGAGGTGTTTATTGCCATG  
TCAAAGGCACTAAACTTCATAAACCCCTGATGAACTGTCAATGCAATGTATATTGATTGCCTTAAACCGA  
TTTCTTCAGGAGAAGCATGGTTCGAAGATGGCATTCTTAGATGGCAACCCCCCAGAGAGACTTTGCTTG  
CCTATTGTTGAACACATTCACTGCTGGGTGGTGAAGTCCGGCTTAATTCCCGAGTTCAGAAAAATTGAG  
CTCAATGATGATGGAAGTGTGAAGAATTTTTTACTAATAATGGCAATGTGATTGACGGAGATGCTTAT  
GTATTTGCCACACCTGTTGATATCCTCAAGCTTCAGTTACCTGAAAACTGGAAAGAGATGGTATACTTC  
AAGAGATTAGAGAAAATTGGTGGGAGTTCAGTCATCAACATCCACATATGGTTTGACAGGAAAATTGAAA  
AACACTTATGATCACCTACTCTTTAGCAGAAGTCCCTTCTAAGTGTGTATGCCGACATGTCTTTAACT  
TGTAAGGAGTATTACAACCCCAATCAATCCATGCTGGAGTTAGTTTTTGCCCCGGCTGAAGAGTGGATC  
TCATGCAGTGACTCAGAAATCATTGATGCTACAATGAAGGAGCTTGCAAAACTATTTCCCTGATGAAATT  
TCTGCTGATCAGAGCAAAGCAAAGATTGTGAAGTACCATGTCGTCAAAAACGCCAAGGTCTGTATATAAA  
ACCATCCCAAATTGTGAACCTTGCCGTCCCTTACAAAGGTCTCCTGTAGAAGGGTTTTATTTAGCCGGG  
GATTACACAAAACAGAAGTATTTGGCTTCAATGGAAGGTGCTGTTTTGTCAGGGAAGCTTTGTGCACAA  
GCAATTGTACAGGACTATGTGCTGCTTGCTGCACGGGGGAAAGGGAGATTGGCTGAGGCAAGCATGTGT  
TAA

## **CRTISO**

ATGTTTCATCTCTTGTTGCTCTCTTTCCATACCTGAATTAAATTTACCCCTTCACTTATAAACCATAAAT  
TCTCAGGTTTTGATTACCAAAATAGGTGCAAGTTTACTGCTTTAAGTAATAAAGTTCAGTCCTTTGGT  
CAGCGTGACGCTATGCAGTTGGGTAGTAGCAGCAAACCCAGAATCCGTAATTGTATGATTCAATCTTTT  
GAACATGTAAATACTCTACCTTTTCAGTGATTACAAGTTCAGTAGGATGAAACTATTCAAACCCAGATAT  
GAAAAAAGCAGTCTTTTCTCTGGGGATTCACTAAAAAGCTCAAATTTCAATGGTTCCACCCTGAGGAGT  
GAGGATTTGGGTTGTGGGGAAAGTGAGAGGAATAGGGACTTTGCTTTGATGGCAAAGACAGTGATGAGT  
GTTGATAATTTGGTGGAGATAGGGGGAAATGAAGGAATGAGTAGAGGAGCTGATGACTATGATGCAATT  
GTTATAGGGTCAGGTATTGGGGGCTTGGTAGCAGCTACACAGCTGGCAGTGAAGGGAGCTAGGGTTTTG  
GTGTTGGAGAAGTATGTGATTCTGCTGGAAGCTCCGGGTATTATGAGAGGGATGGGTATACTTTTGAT  
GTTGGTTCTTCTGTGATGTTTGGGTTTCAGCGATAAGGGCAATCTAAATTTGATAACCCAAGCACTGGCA  
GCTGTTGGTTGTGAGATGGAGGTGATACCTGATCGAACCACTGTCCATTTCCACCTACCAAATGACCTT  
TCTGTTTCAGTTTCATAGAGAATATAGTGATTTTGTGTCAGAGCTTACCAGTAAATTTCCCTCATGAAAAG  
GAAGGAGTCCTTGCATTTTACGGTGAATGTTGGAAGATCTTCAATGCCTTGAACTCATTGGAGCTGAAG  
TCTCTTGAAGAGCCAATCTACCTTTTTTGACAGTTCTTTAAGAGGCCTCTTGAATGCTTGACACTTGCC  
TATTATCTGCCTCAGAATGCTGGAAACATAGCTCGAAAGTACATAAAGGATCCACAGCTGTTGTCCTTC  
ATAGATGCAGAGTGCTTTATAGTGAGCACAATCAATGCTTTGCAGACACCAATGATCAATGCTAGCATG  
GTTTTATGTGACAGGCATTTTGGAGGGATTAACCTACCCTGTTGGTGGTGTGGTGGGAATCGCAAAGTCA  
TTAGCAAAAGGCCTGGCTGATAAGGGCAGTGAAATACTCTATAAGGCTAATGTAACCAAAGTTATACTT  
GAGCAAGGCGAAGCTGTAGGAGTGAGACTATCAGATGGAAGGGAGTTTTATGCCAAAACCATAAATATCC

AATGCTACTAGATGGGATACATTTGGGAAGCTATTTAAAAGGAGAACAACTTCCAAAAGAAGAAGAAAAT  
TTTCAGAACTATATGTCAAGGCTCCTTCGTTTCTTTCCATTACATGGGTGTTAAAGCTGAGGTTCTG  
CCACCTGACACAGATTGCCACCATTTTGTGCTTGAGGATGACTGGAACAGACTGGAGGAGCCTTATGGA  
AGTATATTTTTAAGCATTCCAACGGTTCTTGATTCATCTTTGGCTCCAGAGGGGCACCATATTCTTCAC  
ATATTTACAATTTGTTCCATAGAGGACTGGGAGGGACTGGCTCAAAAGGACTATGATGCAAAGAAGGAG  
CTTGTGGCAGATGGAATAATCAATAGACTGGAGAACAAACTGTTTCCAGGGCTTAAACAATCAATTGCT  
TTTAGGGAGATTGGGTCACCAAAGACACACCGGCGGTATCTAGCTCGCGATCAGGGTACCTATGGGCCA  
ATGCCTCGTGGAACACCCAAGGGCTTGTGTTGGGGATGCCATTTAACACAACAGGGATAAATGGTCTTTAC  
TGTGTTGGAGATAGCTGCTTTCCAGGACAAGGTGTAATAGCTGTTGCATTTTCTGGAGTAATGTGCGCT  
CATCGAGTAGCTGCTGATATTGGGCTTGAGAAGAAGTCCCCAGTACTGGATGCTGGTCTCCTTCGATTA  
CTTGCTTGGTTAAGGAGTTTGGCATGA

## LCYB

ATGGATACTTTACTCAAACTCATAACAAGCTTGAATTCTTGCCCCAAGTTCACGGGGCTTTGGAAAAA  
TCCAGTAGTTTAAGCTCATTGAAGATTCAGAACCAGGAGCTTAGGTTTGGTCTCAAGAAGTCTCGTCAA  
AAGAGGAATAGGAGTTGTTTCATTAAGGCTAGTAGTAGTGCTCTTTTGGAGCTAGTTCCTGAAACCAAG  
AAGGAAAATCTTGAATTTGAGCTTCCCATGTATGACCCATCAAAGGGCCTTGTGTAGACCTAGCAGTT  
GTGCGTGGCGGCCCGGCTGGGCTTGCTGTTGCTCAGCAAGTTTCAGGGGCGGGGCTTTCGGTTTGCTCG  
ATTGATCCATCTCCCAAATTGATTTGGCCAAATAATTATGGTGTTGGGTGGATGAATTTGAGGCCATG  
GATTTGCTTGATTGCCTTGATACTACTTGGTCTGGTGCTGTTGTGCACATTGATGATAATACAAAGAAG  
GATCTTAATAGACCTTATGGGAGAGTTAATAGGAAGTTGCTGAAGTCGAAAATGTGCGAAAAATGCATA  
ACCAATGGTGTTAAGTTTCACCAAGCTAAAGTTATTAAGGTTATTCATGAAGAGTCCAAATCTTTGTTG  
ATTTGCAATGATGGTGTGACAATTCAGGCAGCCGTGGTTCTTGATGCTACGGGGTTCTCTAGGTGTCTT  
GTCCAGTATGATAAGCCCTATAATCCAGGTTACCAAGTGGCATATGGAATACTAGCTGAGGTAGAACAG  
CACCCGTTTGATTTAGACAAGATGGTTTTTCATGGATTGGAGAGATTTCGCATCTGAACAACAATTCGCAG  
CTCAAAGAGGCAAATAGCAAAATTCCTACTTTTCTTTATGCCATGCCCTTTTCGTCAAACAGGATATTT  
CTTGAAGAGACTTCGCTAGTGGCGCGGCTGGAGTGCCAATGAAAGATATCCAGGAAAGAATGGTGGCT  
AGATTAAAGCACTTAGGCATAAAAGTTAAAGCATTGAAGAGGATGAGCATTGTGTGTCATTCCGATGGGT  
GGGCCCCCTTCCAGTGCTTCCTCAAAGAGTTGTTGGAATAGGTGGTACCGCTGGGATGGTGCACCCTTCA  
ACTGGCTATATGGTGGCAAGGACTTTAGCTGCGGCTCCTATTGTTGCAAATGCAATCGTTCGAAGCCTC  
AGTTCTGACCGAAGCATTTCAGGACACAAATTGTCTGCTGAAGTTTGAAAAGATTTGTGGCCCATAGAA  
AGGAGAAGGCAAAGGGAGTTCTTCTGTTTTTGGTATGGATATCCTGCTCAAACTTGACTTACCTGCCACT  
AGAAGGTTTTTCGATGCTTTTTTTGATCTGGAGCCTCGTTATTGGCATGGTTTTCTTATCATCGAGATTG  
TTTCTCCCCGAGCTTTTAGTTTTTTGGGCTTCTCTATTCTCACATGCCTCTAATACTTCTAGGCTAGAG  
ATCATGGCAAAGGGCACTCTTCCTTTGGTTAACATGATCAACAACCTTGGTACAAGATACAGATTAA

## LCYE

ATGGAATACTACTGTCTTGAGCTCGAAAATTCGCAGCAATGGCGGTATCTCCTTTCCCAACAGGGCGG  
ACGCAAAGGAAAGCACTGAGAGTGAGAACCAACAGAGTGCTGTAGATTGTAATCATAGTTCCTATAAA  
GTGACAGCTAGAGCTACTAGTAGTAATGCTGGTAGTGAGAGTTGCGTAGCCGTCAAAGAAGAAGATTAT  
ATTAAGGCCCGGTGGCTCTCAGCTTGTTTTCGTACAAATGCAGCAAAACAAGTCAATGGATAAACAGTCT  
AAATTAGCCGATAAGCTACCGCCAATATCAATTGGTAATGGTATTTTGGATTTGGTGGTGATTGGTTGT  
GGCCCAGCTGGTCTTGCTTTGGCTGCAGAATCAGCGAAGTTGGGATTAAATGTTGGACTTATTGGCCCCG  
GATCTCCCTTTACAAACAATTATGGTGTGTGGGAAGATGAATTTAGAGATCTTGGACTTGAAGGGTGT

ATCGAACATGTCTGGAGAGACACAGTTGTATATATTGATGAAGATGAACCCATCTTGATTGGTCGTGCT  
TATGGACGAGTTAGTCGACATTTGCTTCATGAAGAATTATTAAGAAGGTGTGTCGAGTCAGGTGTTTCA  
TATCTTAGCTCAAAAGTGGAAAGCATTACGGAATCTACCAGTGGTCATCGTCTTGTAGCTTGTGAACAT  
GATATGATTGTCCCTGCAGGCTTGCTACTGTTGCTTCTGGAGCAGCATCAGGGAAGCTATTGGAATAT  
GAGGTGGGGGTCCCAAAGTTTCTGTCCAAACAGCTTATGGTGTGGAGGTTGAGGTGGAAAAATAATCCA  
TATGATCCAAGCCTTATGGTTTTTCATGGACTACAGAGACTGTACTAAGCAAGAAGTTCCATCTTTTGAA  
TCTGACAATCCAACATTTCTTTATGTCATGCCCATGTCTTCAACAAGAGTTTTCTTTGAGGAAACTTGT  
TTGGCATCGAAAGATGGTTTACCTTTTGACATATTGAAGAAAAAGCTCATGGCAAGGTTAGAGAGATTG  
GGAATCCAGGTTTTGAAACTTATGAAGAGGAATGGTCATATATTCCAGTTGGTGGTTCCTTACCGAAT  
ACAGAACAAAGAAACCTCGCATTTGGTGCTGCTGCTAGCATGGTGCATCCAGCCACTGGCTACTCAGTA  
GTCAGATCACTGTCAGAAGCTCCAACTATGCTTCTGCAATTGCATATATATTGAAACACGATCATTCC  
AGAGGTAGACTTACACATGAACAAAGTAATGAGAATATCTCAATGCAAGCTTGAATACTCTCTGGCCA  
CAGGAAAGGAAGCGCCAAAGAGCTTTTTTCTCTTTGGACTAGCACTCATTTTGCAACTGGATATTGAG  
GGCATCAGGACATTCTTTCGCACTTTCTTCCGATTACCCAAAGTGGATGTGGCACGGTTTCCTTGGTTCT  
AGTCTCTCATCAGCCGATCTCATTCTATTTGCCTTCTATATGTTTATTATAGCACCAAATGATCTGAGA  
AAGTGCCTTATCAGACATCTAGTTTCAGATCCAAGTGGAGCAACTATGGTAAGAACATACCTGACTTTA  
TAG

## **LCY2B**

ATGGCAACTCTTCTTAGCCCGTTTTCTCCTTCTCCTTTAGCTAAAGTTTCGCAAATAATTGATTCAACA  
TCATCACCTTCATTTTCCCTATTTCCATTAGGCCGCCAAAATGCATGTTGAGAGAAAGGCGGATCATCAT  
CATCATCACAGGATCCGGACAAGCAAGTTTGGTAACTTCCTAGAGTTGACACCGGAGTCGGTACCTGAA  
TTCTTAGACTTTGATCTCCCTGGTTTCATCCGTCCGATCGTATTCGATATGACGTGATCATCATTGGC  
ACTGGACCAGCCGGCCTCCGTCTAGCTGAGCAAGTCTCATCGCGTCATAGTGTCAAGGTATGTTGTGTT  
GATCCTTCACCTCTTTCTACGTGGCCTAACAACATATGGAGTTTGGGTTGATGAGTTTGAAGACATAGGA  
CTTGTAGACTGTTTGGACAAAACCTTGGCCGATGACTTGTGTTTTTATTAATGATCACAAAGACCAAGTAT  
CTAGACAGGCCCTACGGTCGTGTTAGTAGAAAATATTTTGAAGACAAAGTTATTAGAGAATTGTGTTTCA  
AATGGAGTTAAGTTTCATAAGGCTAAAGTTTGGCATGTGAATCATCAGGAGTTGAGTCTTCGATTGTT  
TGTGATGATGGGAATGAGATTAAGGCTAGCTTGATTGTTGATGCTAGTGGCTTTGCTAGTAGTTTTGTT  
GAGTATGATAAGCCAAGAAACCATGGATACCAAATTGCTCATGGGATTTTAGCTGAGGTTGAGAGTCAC  
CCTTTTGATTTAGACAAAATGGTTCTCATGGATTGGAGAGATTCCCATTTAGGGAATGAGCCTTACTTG  
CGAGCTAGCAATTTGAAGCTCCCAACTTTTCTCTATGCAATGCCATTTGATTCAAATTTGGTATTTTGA  
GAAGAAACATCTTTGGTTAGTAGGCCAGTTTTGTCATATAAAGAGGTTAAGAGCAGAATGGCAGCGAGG  
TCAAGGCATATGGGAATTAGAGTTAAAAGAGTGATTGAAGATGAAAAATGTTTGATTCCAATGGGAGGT  
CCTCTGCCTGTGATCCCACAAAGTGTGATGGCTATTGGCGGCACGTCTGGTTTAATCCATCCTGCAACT  
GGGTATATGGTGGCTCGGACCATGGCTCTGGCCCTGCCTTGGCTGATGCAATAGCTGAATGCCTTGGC  
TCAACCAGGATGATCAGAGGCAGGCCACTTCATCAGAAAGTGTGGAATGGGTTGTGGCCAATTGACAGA  
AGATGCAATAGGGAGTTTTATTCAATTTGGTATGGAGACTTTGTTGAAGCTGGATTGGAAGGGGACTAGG  
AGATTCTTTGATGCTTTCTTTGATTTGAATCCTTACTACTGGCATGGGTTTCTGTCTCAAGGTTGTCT  
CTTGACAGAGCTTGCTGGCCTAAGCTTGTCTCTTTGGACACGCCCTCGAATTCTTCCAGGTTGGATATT  
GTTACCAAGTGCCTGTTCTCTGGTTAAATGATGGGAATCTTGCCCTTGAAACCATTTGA

## **BCH**

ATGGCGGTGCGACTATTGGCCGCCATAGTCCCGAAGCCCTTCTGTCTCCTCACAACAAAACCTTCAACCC

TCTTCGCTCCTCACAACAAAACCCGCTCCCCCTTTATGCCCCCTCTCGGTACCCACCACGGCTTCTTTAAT  
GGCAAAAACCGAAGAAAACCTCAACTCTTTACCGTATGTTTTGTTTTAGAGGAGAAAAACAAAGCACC  
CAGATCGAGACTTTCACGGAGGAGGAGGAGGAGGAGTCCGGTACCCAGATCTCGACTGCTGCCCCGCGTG  
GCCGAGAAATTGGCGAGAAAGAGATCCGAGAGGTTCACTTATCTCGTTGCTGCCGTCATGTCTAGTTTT  
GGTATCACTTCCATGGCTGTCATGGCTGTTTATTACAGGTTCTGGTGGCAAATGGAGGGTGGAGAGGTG  
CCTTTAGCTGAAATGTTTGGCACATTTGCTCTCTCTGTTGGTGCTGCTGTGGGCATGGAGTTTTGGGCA  
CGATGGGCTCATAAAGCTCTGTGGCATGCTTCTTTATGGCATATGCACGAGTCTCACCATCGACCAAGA  
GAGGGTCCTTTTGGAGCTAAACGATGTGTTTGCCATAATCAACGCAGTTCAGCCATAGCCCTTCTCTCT  
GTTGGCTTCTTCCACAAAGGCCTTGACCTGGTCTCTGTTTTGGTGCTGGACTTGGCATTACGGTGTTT  
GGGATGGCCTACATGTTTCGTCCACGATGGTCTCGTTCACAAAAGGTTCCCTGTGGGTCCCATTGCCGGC  
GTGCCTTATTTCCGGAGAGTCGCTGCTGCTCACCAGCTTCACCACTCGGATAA

### **CCD4c**

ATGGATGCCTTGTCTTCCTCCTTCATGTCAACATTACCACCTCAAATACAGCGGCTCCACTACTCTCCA  
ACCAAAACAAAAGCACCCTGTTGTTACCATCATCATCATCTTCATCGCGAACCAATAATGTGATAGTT  
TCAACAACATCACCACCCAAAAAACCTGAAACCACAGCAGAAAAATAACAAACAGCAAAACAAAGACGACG  
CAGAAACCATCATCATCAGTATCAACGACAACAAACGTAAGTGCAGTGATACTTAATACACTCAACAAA  
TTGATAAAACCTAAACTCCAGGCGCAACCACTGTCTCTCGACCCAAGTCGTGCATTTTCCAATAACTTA  
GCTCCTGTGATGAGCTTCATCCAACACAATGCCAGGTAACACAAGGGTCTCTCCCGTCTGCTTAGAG  
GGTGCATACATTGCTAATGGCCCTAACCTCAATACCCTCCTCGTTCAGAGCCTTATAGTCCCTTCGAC  
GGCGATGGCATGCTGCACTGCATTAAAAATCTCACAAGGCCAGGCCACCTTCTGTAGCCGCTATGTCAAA  
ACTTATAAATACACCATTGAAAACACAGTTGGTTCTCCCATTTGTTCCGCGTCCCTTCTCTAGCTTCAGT  
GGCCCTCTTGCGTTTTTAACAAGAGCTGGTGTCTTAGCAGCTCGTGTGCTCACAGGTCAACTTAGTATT  
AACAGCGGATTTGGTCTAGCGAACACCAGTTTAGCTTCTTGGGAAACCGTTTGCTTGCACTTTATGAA  
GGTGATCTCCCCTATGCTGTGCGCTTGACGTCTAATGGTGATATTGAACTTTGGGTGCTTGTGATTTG  
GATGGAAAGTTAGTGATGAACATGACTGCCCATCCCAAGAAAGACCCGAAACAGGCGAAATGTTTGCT  
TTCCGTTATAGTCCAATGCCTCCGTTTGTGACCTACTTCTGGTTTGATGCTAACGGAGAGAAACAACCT  
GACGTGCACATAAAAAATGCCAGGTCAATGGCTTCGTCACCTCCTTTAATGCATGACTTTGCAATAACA  
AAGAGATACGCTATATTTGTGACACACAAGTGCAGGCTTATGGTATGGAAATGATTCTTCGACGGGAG  
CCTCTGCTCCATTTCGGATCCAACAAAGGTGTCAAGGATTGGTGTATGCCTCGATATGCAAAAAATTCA  
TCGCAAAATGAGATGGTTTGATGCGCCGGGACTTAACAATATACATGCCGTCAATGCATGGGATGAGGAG  
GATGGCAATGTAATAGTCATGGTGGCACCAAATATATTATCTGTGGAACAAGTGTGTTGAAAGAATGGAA  
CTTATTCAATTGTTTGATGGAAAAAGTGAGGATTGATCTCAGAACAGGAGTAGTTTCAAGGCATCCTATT  
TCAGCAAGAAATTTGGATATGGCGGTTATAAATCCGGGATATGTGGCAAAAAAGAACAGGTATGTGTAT  
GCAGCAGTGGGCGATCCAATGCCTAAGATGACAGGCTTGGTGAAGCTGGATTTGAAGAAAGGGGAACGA  
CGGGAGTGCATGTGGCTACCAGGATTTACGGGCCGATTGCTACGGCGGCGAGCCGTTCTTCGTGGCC  
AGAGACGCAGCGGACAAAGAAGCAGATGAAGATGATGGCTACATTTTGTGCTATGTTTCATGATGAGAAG  
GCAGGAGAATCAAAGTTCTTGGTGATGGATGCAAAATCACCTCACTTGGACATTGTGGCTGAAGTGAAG  
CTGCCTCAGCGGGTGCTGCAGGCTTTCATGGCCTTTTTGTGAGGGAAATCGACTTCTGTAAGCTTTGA

### **NCED2**

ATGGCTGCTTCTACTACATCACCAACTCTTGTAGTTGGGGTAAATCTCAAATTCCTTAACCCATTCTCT  
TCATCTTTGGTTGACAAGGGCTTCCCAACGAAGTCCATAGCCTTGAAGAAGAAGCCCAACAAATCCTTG  
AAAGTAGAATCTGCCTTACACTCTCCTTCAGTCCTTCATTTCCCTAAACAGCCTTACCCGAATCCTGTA

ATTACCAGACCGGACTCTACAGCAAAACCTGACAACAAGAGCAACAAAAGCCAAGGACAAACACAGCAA  
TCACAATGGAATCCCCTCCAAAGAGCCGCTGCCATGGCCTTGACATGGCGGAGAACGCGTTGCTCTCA  
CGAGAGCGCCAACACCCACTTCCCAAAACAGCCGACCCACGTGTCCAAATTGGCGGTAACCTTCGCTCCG  
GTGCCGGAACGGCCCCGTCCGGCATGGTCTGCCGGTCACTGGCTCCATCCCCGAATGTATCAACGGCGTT  
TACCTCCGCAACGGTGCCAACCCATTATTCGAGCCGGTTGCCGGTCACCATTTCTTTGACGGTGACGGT  
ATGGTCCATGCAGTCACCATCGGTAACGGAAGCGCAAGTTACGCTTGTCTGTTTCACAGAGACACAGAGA  
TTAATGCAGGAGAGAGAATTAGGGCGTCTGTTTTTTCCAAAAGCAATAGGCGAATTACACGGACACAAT  
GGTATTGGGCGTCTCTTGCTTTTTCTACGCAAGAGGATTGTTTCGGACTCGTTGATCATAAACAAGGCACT  
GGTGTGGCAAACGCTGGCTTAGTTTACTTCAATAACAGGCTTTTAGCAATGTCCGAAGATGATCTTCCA  
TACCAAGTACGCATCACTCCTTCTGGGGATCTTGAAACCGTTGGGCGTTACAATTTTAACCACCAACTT  
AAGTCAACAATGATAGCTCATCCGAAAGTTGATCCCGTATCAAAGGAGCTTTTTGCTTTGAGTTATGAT  
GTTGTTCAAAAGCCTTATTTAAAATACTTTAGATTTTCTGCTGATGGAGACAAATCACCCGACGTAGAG  
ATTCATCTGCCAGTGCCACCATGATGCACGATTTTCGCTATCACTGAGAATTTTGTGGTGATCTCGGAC  
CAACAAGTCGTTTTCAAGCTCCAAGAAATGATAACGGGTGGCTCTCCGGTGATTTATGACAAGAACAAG  
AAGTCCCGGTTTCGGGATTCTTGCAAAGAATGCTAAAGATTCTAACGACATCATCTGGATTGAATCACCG  
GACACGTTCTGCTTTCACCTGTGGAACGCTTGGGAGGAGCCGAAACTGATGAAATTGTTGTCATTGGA  
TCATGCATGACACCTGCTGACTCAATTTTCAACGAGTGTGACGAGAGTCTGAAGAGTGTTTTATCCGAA  
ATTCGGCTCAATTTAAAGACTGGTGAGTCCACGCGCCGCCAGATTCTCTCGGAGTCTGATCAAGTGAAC  
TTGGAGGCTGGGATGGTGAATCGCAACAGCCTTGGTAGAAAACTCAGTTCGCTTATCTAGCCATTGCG  
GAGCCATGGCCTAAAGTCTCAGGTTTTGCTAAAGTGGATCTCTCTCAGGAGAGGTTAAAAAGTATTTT  
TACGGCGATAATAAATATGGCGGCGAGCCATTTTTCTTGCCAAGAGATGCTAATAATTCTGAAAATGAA  
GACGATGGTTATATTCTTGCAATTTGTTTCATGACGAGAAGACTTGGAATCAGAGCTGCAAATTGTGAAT  
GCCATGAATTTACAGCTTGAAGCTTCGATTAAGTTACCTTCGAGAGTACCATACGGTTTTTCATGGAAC  
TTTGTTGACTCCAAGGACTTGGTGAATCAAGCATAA

### **NCED3**

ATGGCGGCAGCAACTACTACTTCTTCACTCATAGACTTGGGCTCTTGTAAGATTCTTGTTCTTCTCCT  
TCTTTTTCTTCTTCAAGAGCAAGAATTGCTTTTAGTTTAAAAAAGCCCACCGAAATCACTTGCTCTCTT  
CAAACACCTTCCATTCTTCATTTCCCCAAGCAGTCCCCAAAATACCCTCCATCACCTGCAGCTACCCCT  
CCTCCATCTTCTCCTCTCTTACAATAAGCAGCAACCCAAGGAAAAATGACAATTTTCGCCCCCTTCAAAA  
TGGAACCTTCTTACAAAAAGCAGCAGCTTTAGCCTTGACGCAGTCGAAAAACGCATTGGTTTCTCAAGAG  
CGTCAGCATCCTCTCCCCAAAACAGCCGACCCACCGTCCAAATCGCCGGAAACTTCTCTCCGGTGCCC  
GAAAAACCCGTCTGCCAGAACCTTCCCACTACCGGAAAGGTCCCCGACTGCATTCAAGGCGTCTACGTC  
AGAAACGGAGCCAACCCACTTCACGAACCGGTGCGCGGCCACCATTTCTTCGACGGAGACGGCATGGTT  
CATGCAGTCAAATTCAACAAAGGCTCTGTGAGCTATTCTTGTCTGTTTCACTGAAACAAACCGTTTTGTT  
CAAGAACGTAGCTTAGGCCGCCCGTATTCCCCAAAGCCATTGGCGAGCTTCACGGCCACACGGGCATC  
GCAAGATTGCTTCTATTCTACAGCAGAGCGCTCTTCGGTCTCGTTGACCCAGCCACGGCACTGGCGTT  
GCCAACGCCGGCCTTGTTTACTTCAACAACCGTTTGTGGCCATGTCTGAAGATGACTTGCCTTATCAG  
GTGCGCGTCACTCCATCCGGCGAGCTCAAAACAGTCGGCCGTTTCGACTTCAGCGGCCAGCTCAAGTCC  
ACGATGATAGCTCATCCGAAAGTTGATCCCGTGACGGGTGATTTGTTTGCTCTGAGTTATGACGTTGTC  
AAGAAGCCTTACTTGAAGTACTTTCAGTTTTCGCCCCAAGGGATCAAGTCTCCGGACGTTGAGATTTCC  
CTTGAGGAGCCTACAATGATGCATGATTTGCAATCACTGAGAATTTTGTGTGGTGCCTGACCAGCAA  
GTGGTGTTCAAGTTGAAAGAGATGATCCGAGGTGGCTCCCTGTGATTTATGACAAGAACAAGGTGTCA  
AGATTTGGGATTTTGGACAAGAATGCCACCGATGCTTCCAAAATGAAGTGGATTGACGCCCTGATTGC

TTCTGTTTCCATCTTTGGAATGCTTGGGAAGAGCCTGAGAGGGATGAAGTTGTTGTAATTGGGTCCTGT  
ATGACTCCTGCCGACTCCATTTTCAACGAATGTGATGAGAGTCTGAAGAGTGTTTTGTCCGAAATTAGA  
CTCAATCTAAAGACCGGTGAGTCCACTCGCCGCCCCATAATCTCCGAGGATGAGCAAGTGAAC TTGGAA  
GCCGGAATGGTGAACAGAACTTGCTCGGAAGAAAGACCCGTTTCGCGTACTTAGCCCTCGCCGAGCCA  
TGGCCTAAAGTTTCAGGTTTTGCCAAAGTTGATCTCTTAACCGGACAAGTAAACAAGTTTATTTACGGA  
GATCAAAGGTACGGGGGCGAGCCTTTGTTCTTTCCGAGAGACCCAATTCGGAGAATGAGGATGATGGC  
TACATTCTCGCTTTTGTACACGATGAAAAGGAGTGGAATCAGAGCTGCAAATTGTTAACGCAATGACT  
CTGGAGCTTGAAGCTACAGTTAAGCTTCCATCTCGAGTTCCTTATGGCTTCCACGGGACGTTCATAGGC  
GCGAAAGATTTGGCCAAGCAGGCCTAA

How the deposited data were processed for this re-analysis (not part of the article)

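RNA from the ripe pericarp of 'Guanxi' pummelo (WT) and its orange-pericarp bud mutant (MT) was sequenced in 6 libraries, 3 biological replicates of each genotype. The authors cleaned 100 bp single-end reads, aligned them to the sweet orange genome with TopHat, and computed RPKM from uniquely mapped reads. The deposited table holds 1 RPKM value per gene and library for 29406 genes, and all 6 columns were used (0 columns left unused). The paper states that all uniquely mapped reads were used for RPKM and lists their totals in Table 2, while its text does not name the read counter or the gene lengths. The totals behind the RPKM scale and the gene lengths were recovered from the steps between RPKM values, so that every value became a whole number of reads within 0.005 reads. The recovered reads of all genes sum to 99.7% of these totals. Divided by median-ratio size factors, these reads gave 580 of 582 mean counts in the rows of Additional file 5 used here within 1%.

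For the differential expression, 0.5 was added to RPKM and log2 was taken. Genes with a mean RPKM of at least 0.3 over the 6 libraries were tested in limma 3.58.1 under R 4.3.3, MT minus WT, with eBayes with an intensity trend, no block, and the Benjamini-Hochberg adjustment at 0.05. The test was chosen for a table of RPKM, and a count model was not run on the recovered reads, for which limma voom was an alternative. The authors used DESeq on counts with the same threshold and no block. Because the median gene differed between genotypes, log2 fold changes of named genes were taken relative to the median of all tested genes, while their standard errors and adjusted p are those of the unshifted test. Ratios of reads, divided by the library totals, were given with exact Clopper-Pearson 95% intervals, conditional on the sum of both genotypes, where a genotype had 1 to 3 reads. These intervals cover counting error only. Exact permutation tests were two-sided over all regroupings of 3 libraries against 3. Expression classes used the study's limits of 3 and 15 RPKM. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the other steps.

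Genes were named by a rule set, with the test, the threshold and most alternatives, before the data were examined. It takes every gene the paper names with an identifier in its text or in Additional file 8, every gene of Table 3 or Fig. 4 that Additional file 5 or 9 ties to 1 identifier, and the 5 genes with the largest and the 5 with the smallest log2 fold change among genes past the threshold whose MT libraries lie wholly above or below the WT libraries. The values of the paper's own lists had been seen in its tables. The first parts gave 33 genes and the last gave 6. The carotenogenic genes of Fig. 2 were not tied to identifiers and are not analysed here, nor are the HPLC, qRT-PCR and GC-MS measurements. No gene set test was run on Additional file 5, of which 291 of the 303 rows were used.

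The alternatives were a pseudocount of 0.1 or 1, no filter, a mean RPKM of at least 3, rescaling to equal sums (TPM-like), rescaling by the median ratio, quantile normalization, eBayes without the trend, robust eBayes, arrayWeights, a replicate block, limma voom on the recovered reads, an adjusted p of 0.1, an added 2-fold limit, and leaving out each library in turn. Limma voom with median-ratio library sizes was added after the data had been seen. The procedure was tested on simulated data with 200 changed genes. It called 88.0% of them with the spread of the WT libraries and 82.5% with that of the MT libraries, with 6 and 9 unchanged genes called. Each simulated gene had the median spread of genes of like abundance, the same in both genotypes. Spread that differs from gene to gene, or that genes of a library share, was left out. These percents hold for the sizes of change and the spread that were simulated, and can be too high for the real libraries. They do not give the power for the named genes.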

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

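Limma voom with median-ratio library sizes was chosen after seeing the data, and the other alternatives were planned. The number of differentially expressed genes was 6 (3 higher and 3 lower in MT). It was 10 (5 and 5) with a pseudocount of 0.1, 11 (4 and 7) with median-ratio rescaling, 12 (4 and 8) with quantile normalization and 15 (8 and 7) with eBayes without trend. It was 237 (181 and 56) with arrayWeights, 122 (91 and 31) with the replicate block, and 427 (337 and 90) at an adjusted p of 0.1. The deviations of MT and WT libraries with the same number correlated at -0.05, 0.19 and 0.16, so the numbers do not pair the libraries throughout. With a mean RPKM of at least 3 and with robust eBayes, 5 genes were lower. Limma voom on the recovered reads called 0 genes in either direction, with 3582 genes at an unadjusted p of 0.05 and a smallest adjusted p of 0.0658. With median-ratio library sizes it called 0 genes, with 3249 at an unadjusted p of 0.05. With a pseudocount of 1, no filter, TPM-like rescaling or a 2-fold limit, the total stayed within 1.5 times 6. The causes of these differences were not tested, apart from the looser threshold, which admits more genes by its construction.

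Without 1 library, the number ranged from 0 to 864, higher genes from 0 to 549 and lower genes from 0 to 315. It was 864 without MT replicate 3, 11 without MT replicate 2 (9 higher), 5 without MT replicate 1, and 0 without WT replicate 1, 2 or 3. The 6 genes were all called with each other change of pseudocount, filter, scaling, eBayes, weights or block, and 0 of them in limma voom or without a WT library. Of the 6, 3 were called without MT1, 4 without MT2 and 6 without MT3.

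The direction of the 33 named genes and of the 6 called genes, relative to the median gene, was the same under every alternative that tested them (26 of the 33 were tested at a mean RPKM of at least 3). Of the 33, 0 passed 0.05 over all genes. The number past it was 19 with arrayWeights, 7 with the replicate block, 3 with quantile normalization, 3 with eBayes without trend, 2 with a pseudocount of 0.1, 2 with median-ratio rescaling and 1 with a mean RPKM of at least 3. It was 26 without MT3, 1 without MT1 and 1 without MT2, and 0 under the remaining alternatives. The size of the change depended more on the processing. Of the 39 named genes, 10 moved by over 1.5 times in fold with another pseudocount or in limma voom, and 5 did without 1 library.

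The percent of genes at low level was 59.3% in WT and 57.5% in MT. It was 38.2% and 38.3% over genes above 0 only, which drops the genes without a read by its construction, and 51.4% and 49.7% with class limits of 1 and 10. Classes of the genotype mean, TPM-like rescaling and leaving out a library moved it by less than 1 SD between libraries. Without a library it stayed between 59.0% and 59.6% in WT and between 57.0% and 58.0% in MT. The mean correlation was 0.974 within WT and 0.954 within MT. A pseudocount of 0.1 gave 0.964 and 0.944, for which the cause was not tested. Between genotypes it was 0.941 and moved by less than 1 SD. The fewest reads limit Cs6g20050, Cs1g22210 and Cs8g15220, with 1, 2 and 3 reads in a genotype.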

Differences from the paper's values

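The paper's number of differentially expressed genes is 303, with 135 up-regulated and 168 down-regulated in MT, from DESeq on counts. Here limma on RPKM called 6, with 3 higher and 3 lower. Of the alternatives set before the data were examined, arrayWeights gave a total of 237, within 1.5 times the paper's number, with 181 higher, also within 1.5 times, and 56 lower, which is not. Without MT replicate 3 there were 864, 549 higher and 315 lower, more than 1.5 times the paper's numbers. At an adjusted p of 0.1 there were 427, also within 1.5 times, with 337 higher and 90 lower, neither of which is. With the replicate block there were 122, with 91 higher, within 1.5 times, and 31 lower. These 4 alternatives left the higher median gene of MT in, which favours higher over lower genes. The paper's counts were divided by size factors, so its division into 135 and 168 is on another scale. With median-ratio rescaling, 4 genes were higher and 7 lower. Every other alternative gave 15 genes or fewer, and limma voom on the recovered reads gave 0. Limma voom with median-ratio library sizes, chosen after seeing the values, also gave 0.

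The paper's text calls each of the 33 named genes differentially expressed, and all 33 have the paper's direction here. Both directions come from the same libraries, so this match is no independent check. At an adjusted p of 0.05 over all genes, 0 of them passed. Alternatives that called some were arrayWeights (19), the replicate block (7), quantile normalization (3), eBayes without trend (3), a pseudocount of 0.1 (2), median-ratio rescaling (2), a mean RPKM of at least 3 (1), without MT1 (1), without MT2 (1) and without MT3 (26). At an adjusted p of 0.1, 21 passed. For 22 of the 33, the paper has further evidence from qRT-PCR on samples of another year, which was not analysed here.

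For Cs2g14940 (glyceraldehyde-3-phosphate dehydrogenase A), the paper's text gives a change of 2.9-fold, and the ratio of mean RPKM in MT to WT was 16.8 here. On a log2 scale, the difference of log2(RPKM + 0.5) was 2.92 and the log2 of the ratio of means was 4.07. The log2 ratio in the paper's Additional file 5 is 3.885, and the recovered reads on the study's scale give 3.885 too. The ratio stayed more than 1.5 times the paper's under each alternative computed, TPM-like rescaling, median-ratio rescaling and each library left out (10.6 to 27.4). Over the 38 named genes in Additional file 5, the log2 ratios on that scale differed from the paper's by at most 5.00e-05.

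For cysteine synthase (Cs9g06970), the paper's mean RPKM in MT is about 4.3 in Fig. 4, read by eye, and it was 2.45 here. No alternative was computed for this value. The other 43 values in Fig. 4 lay within 5% of those here.

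The paper states that genes at low level were the most frequent class, which held in 6 of 6 libraries over all genes and in 5 of 6 over genes above 0, the exception being WT1.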

Other observations

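The tests of the other splits, of a mixed library, of a wrong label and of the shared direction within MT were chosen after the result was seen. The limit of 20% for the mixed library and the range within a run of genes were looked at only after the first comparison had come out.

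The 6 genes past the threshold were compared with other splits of the 6 libraries into 3 and 3. Of 10 splits, 1 gave as many genes, the real one. The other splits gave 0 genes with limma, and between 211 and 2091 genes at an unadjusted p of 0.05, against 3645 for the real one. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this test.

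MT3 lay nearer to WT than MT1 and MT2 did. MT2 lay furthest from WT and had the lowest weight from arrayWeights, 0.546, against 0.792 for MT3 and 1.32 for MT1. Whether MT2 rather than MT3 is the unusual library was not tested. Along the direction shared by the MT libraries, with WT at 0 and MT2 at 1, MT1 lay at 0.461 and MT3 at 0.326. Without each WT library in turn, MT1 lay between 0.363 and 0.508 and MT3 between 0.251 and 0.363, with MT3 nearer to WT each time. After median-ratio rescaling, which moved MT1 to 0.483, MT3 lay at 0.317, and with the trend on gene length removed it lay at 0.308 and MT1 at 0.477. MT3 kept its place, which argues against scaling and gene length as the whole cause. Thinning reads to the same total (0.327) and leaving out the 100 genes with the most reads (0.328) moved no library and are therefore no test. A few abundant genes stay open as a cause. The reads behind the RPKM scale argue against depth as the whole cause. They were nearly equal in MT3 (9787390) and MT2 (9881621), which lay furthest apart, and higher in MT1 (11108186), which lay between them.

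The correlations of MT3 with each WT library (0.964 to 0.968) exceeded those with MT1 (0.961) and MT2 (0.946), as a wrong label on a WT library would give. Other values argue against it. Genes at least 4-fold apart between MT1 and MT2 and 2 of the WT libraries were chosen, and MT3 was compared with the left-out WT library. Over the genes higher in MT1 and MT2, MT3 lay at a median of 58.1% to 60.6% of the way to WT, and the left-out WT libraries at 90.1% to 102%. Over the lower genes, MT3 lay at 44.5% to 56.4% and the left-out WT libraries at 60.8% to 135%, so this margin was narrow.

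WT RNA mixed into MT3 stays open and cannot be told apart from other differences of that sample. The values below take MT1 and MT2 as the MT reference, so an unusual MT2 would move them too. Over 171 genes at least 4-fold lower in MT1 and MT2 than in all WT libraries, MT3 lay at a median of 51.4% of the way to WT (quartiles 22.0% to 81.1%). Over 156 genes at least 4-fold higher the median was 60.7% (quartiles 48.5% to 75.4%). The fractions overlap, as a mixture requires, but they vary widely among genes. Of the lower genes, 24.0% lay under 20% of the way, and over the 47 genes at least 16-fold lower the tenth percentile was -0.0659%, which a large share of WT RNA would not give if WT expression were uniform. WT libraries vary as well. With 1 WT library left out of the choice of genes, 13.3% to 20.4% of the lower genes in MT3 lay under 0.5 of the floor that the share of WT RNA needed by the higher genes sets. In the left-out WT libraries 2.99% to 14.4% lay under 0.5 of the lowest other WT library. These ranges overlap, so the low genes do not decide. A difference in ripeness or tissue between the fruits was not tested.

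The differences among the MT libraries may follow the difference between MT and WT. MT2 minus MT3 correlated at 0.553 across genes with MT1 minus the mean of WT, which shares no library with it. The corresponding values were 0.24 for MT1 minus MT3 and -0.39 for MT1 minus MT2. For pairs of WT libraries they were 0.29, 0.18 and -0.11. Only the largest MT value was tested against the WT values, and the sign of each follows the order in which the libraries are subtracted. Genes are not independent replicates, and a biological explanation of this spread was not tested beyond this.

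The median gene was higher in MT by 0.15 on the log2 scale. With totals taken outside the 100 genes with the most reads, the shift was 0.0953, just under the limit of 0.1 set for this test. A few genes taking many of the reads may therefore contribute to the shift, but most of it remained. These genes took 20.1% to 20.9% of the reads in WT, 18.5% in MT1, 14.1% in MT2 and 18.4% in MT3.

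Genes with consecutive identifiers changed together. Over 14169 genes the correlation of neighbours was 0.124, against at most 0.0238 in 1000 random orders. Identifier order was not checked against an annotation. The most extreme run of 10 genes, from Cs5g25650 to Cs5g25790, had a median relative log2 fold change of -1.32, and 0 of 1000 random orders had a run as extreme. This met what had been set in advance for a deleted or duplicated segment. The range within the run, looked at afterwards, was -4.04 to 3.47, so its members went both ways. The other runs beyond 1 in size ran from Cs1g04810 to Cs1g04920 (median -1.09, range -1.96 to 0.47) and from Cs2g13230 to Cs2g13380 (median 1.29, range -0.99 to 1.86). These runs were chosen after their values were seen. Neighbouring copies of a gene or shared regulation could give the same pattern, and a segment cannot be told apart from these without DNA data.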
